# P-body proteins regulate transcriptional rewiring to promote DNA replication stress resistance

**DOI:** 10.1038/s41467-017-00632-2

**Published:** 2017-09-15

**Authors:** Raphael Loll-Krippleber, Grant W. Brown

## Abstract

mRNA-processing (P-) bodies are cytoplasmic granules that form in eukaryotic cells in response to numerous stresses to serve as sites of degradation and storage of mRNAs. Functional P-bodies are critical for the DNA replication stress response in yeast, yet the repertoire of P-body targets and the mechanisms by which P-bodies promote replication stress resistance are unknown. In this study we identify the complete complement of mRNA targets of P-bodies during replication stress induced by hydroxyurea treatment. The key P-body protein Lsm1 controls the abundance of *HHT1*, *ACF4*, *ARL3*, *TMA16, RRS1* and *YOX1* mRNAs to prevent their toxic accumulation during replication stress. Accumulation of *YOX1* mRNA causes aberrant downregulation of a network of genes critical for DNA replication stress resistance and leads to toxic acetaldehyde accumulation. Our data reveal the scope and the targets of regulation by P-body proteins during the DNA replication stress response.

## Abstract (web summary)

P-bodies form in response to stress and act as sites of mRNA storage and degradation. Here the authors identify the mRNA targets of P-bodies during DNA replication stress, and show that P-body proteins act to prevent toxic accumulation of these target transcripts.

## Introduction

DNA replication is influenced by both environmental and internal cues. Chemical agents or metabolic by-products can cause DNA modifications that stall or slow DNA replication forks^1^. Similarly, DNA secondary structures or the presence of the transcription machinery on the DNA can act as barriers to replication forks^1^. In order to fully and accurately replicate the genome in presence of these perturbants, eukaryotic cells encode a multi-faceted response referred to as the replication stress response^1^. Excess replication stress causes mutations, genome rearrangements, and loss of genetic material, and can result in cell death and disease^1, 2^. Therefore, DNA replication as well as the pathways controlling the response to stresses affecting this critical biological process must be tightly regulated.

In the model eukaryote *Saccharomyces cerevisiae*, the DNA replication stress response has been extensively studied at both the single-gene/protein level and at the genome/proteome scale^3–10^. DNA replication stress induces extensive changes in intracellular protein localization, with as much as 6% of the proteome re-localizing upon drug-induced DNA replication stress^8, 9, 11, 12^. Although much of the global protein location re-patterning that occurs during replication stress involves nuclear and intra-nuclear protein localizations, one of the most prominent type of localization change is the coalescence of proteins to form foci in the cytoplasm^8, 9^. Formation of cytoplasmic foci is a characteristic of mRNA-processing bodies (P-bodies) and indeed, the group of proteins that re-localize to cytoplasmic foci during replication stress is highly enriched in P-body components^8^.

P-bodies are cytoplasmic membrane-free granules that contain non-translating mRNAs and proteins involved in mRNA decapping and degradation^13^. Critical P-body components include the decapping enzyme Dcp2, the decapping activator Dcp1, the decapping enhancers Edc1-3, Dhh1, Pat1 and Lsm1-7, and the 5ʹ–3ʹ exonuclease Xrn1, which together determine the decapping or degradation rate of mRNAs^13^. P-bodies are present in non-stressed cells, however their number and size increase in response to diverse conditions including glucose starvation, osmotic stress, growth to stationary phase, and DNA replication stress^8, 14^. P-body formation during replication stress has unique genetic requirements^8^, suggesting that P-body formation, and perhaps the regulation of mRNAs that are P-body targets, is a specifically controlled stress response. Furthermore, deletion of P-body genes confers sensitivity to DNA replication stress^8^, and causes genome instability^15^. As available data indicate that P-body regulation of mRNA targets is relevant to DNA replication stress resistance, we sought to identify the network of P-body targets to understand how they contribute to cellular fitness during DNA replication stress.

Here, we define the network of mRNAs regulated by P-body proteins during DNA replication stress. We leverage the transcriptome data in combination with a systematic genetic suppression screen to identify the P-body targets that are important for DNA replication stress resistance. Our genomic analyses converge on the transcription factor Yox1, whose accumulation is toxic in cells experiencing replication stress, and whose mRNA localizes to P-bodies. Yox1 toxicity is likely due to its transcriptional repression function, as we found that Yox1 downregulates genes that are critical for resistance to replication stress. In particular, we show that *ALD6* de-repression is critical to prevent the toxic accumulation of acetaldehyde. Thus, we identify a key DNA replication stress resistance pathway regulated by the P-body target *YOX1*.

## Results

### Deletion of *LSM1* extensively remodels the transcriptome

*LSM1* is essential for the regulation of functional P-body formation, and for the degradation or stability of specific mRNA targets^16–18^. In order to identify the complement of mRNA targets of P-body regulation, we used RNA-seq to profile the transcriptomes of wild-type (WT) and *lsm1∆* cells, in the presence and absence of the replication stress inducing drug hydroxyurea (HU) (Fig. 1a). 

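The experiment holds 16 libraries, 2 replicates each of 8 conditions, which are WT and *lsm1∆* cells before and 1, 2 and 4 h after addition of 200 mM HU, an inhibitor of ribonucleotide reductase. The authors sequenced total RNA depleted of rRNA with the TruSeq RNA v2 kit, which does not keep the strand, aligned the reads with Tophat2 and estimated the abundance of each gene with Cufflinks, in fragments per kilobase of gene scaled to the mapped fragments of the library (FPKM). They deposited 1 table of FPKM values for each library, with 7126 genes placed on the sacCer3 genome. In 3 WT libraries Cufflinks reported a failed estimate for some of 46 genes within Ty elements (14 genes in replicate 2 at 2 h, 46 in replicate 1 and 42 in replicate 2 at 4 h) and listed them at 0. These 46 genes were left out, and 7080 remained. The tables give no read counts, and the paper's methods state the reads per sample only as a range. Values of 46 genes with few reads rise in whole-read steps, and the sizes of these steps place the depth of the libraries between 0.900 and 1.09 of their average, a ratio of 1.21 between the deepest and the shallowest library. The median FPKM over all genes, averaged over replicates, was 30.0, 35.7, 34.2 and 29.2 in WT at 0, 1, 2 and 4 h and 31.7, 35.5, 38.5 and 39.8 in *lsm1∆*. The FPKM values were used as deposited, which is termed the deposited scale. The 6977 genes with at least 1 FPKM in at least 2 libraries were tested on log2(FPKM + 1) with limma, in 1 fit of all 16 libraries with a mean for each condition. P-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes with an adjusted p-value under 0.05 are termed called, with no minimum fold change, and higher or lower refers to the sign of their log2 ratio. On the deposited scale the median log2 ratio of *lsm1∆* to WT over all genes lies above 0, at 0.13 untreated and 0.04, 0.17 and 0.37 at 1, 2 and 4 h of HU. Values after centring each library on its median are therefore given beside those on the deposited scale. The deposited scale is not that of the paper's own log2 ratios, which lie lower by a median of 0.14 untreated and 0.05 at 1 h, and by 0.02 and -0.0084 from the centred values, in the part of the paper's supplementary list that was read. Because the libraries are not stranded, values of overlapping genes are uncertain.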

The experiment was performed in duplicate on total RNA depleted of rRNA, and differential expression was assessed using the Tuxedo protocol^19^. Genes showing differential expression with a statistical *P*-value less than 0.05 after Benjamini–Hochberg correction^19^ were considered as hits in our analysis. The transcriptome was greatly affected upon deletion of *LSM1* (Fig. 1b, c; Supplementary Data 1). 

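*LSM1* (YJL124C) lies on chromosome X from 187126 to 187644. In the 8 WT libraries its abundance was between 111 and 181 FPKM. In the 8 *lsm1∆* libraries it was at most 0.761 FPKM, and it was listed at 0 in both replicates at 1 h and in replicate 1 at 4 h. In untreated cells the mean was 176 ± 6.77 FPKM (SD, n = 2) in WT, and the individual *lsm1∆* libraries had 0.239 and 0.761 FPKM. Among genes commonly deleted as markers in laboratory strains, *URA3*, *LEU2* and *MET17* were listed at 0 in all 16 libraries, whereas *HIS3*, which overlaps YOR203W by 44 bp, was detected in all of them at 46.6 to 86.1 FPKM. In untreated cells, 28.5% of the 6977 genes tested were called in *lsm1∆* against WT by limma with Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05 there were 2751 genes.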

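In untreated cells, 1547 genes were higher in *lsm1∆* than in WT by limma with Benjamini-Hochberg adjustment. The number was 1009 with each library centred on its median. The setting that moved it most was a fit of only the 4 libraries compared, which gave 542. At least a 2-fold rise was seen in 241 genes with or without a call. The largest rises among called genes whose replicates do not overlap were in short loci listed at 0 in both untreated WT libraries, for which no fold can be given. These are the tRNA gene tE(CUC)D, which lies within YDR278C, with 120.9 and 123.3 FPKM in *lsm1∆*, YGL007C-A with 165 and 87.6 FPKM, and YKL096C-B with 15.6 and 41.5 FPKM. The values of YGL007C-A equal 2 and 1, and those of YKL096C-B 2 and 5, of the whole steps that single reads give, so these rises rest on a few reads.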

As expected, given the role of Lsm1 in RNA degradation^16–18^, we found that 333 mRNAs increased in abundance when *LSM1* was deleted. Unexpectedly, a similar number of mRNAs (258) decreased in abundance (Fig. 1b, c; Supplementary Data 1). 

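The number of genes lower in untreated *lsm1∆* was 441 on the deposited scale and 768 with each library centred on its median, by limma with Benjamini-Hochberg adjustment. Lower genes made up 22.2% of all calls on the first scale and 43.2% on the second. After *LSM1* itself, the largest falls among called genes with separate replicates were in YMR013C-A and YBR103C-A. YMR013C-A, which lies within YMR013C, had 40.1 and 86.5 FPKM in WT and 0.0059 and 0.00011 FPKM in *lsm1∆*. YBR103C-A had 8.58 and 28.2 FPKM in WT, which is 1 and 3 read steps, and was listed at 0 in both *lsm1∆* libraries. The decrease in *XRN1* (YGL173C), which encodes an exonuclease of P-bodies, was -0.92 on the log2 scale (standard error 0.06, limma adjusted p = 5.43e-05 with Benjamini-Hochberg adjustment).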

Although we have not determined whether these mRNAs are direct P-body targets, it is possible that association of mRNAs with Lsm1 is in some cases protective and prevents exosome-dependent degradation^20^. Alternatively, absence of *LSM1* could stabilize transcriptional repressors, resulting indirectly in mRNA abundance decreases, as has been observed in cells lacking the 5ʹ–3ʹ RNA exonuclease Xrn1^21^.

**Fig. 1:**
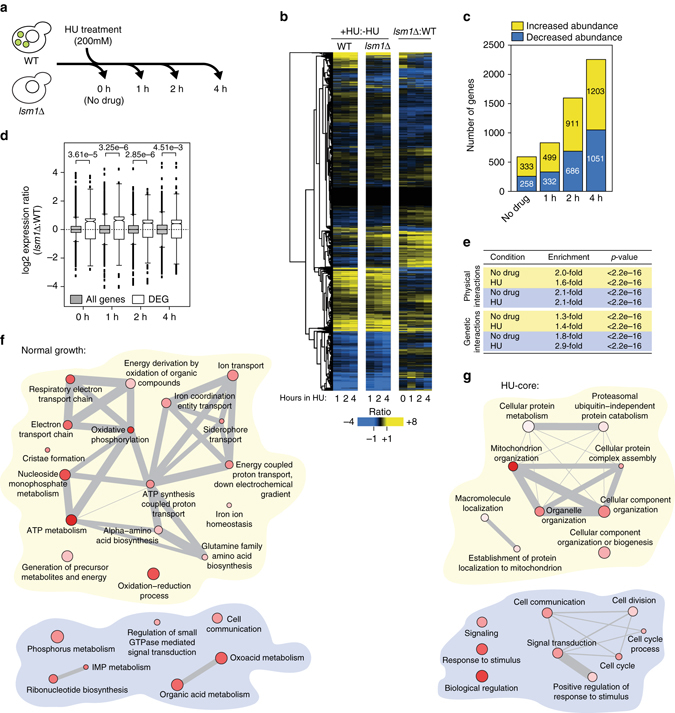
The transcriptome is extensively remodeled when functional P-bodies are absent. **a** Overview of the RNA-seq strategy used to measure RNA abundance in *lsm1*∆ cells. **b** Gene expression log2 ratios plotted as a heatmap. Expression ratios comparing HU treatment to the untreated condition (+HU:−HU), in wild type (*WT*) and *lsm1*∆, are plotted on the *left*. Expression ratios comparing *lsm1*∆ cells to WT cells during normal growth and exposure to HU (*lsm1*∆:WT) are plotted on the *right*. **c** The number of differentially expressed transcripts in *lsm1*∆ during replication stress is plotted. **d** The distributions of the *lsm1*∆:WT expression ratios are displayed as boxplots for all genes (*gray*) and the differentially expressed genes (*white*). *P*-values are from unpaired Wilcoxon tests. **e** Summary of interaction enrichments for mRNAs with increased abundance in *lsm1*∆ (*yellow*) and with decreased abundance in *lsm1*∆ (*blue*) during normal growth (no drug) and during replication stress (HU). *P*-values were calculated using a binomial test. **f** GO term enrichment networks for mRNAs that were differentially expressed in *lsm1*∆ during normal growth, for mRNAs with increased abundance (*yellow*) and mRNAs with decreased abundance (*blue*). Nodes are shaded according to *P*-values (*darkest red* indicating the smallest *P*-value). Node size indicates the frequency at which a given GO term is found in the *S. cerevisiae* genome. Edges connect highly similar GO terms and *edge thickness* represents degree of similarity. **g** GO term enrichment networks for mRNAs that were differentially expressed in *lsm1*∆ during HU treatment (HU-core genes)

In WT cells, HU treatment induced considerable change in mRNA abundance. 

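Genes that are transcribed in response to HU were used as a check of the treatment. *HUG1* (YML058W-A, chromosome XIII from 158760 to 158966) rose in WT from 51.7 ± 6.61 FPKM (SD, n = 2) untreated to means of 3119, 9841 and 16970 FPKM at 1, 2 and 4 h. Its log2 change at 4 h was 8.34 (standard error 0.15, limma adjusted p = 1.71e-10 with Benjamini-Hochberg adjustment). *RNR3* (YIL066C, chromosome IX from 238099 to 240708) rose from 2.83 to 152 FPKM at 4 h, a log2 change of 5.32. *RNR4* (YGR180C, chromosome VII from 855264 to 856301) rose from 395 to 6960 FPKM. *RNR2* (YJL026W, chromosome X from 392404 to 393603), which overlaps YJL026C-A by 222 bp, rose from 250.1 to 5292 FPKM. With any 1 of the libraries compared left out, the log2 change at 4 h lay between 8.21 and 8.46 for *HUG1* and between 5.23 and 5.41 for *RNR3*.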

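At 1 h of HU, 2513 genes were higher and 583 lower in WT than before treatment by limma with Benjamini-Hochberg adjustment. The median log2 change of all genes was 0.22 at this time, and with each library centred on its median the numbers were 1163 and 1078. In proportion, a fit of only the 4 libraries compared moved the numbers most, to 814 and 307. At 2 h, where the median log2 change of all genes was 0.16 on the deposited scale, 2169 genes were higher and 827 lower, and after centring 1374 and 1314.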

Hundreds of transcripts showed increased or decreased abundance after only 1 h of HU treatment (Supplementary Fig. 1 and Supplementary Data 1). 

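At 4 h of HU, 1532 genes were higher and 1811 lower in WT than before treatment by limma with Benjamini-Hochberg adjustment, and 1706 and 1710 with each library centred on its median. The median log2 change of all genes was -0.03. Besides *HUG1* and *RNR3*, the largest rise among called genes with separate replicates was in YGL006W-A, which was listed at 0 in both untreated libraries and had 83.8 and 85.1 FPKM at 4 h, which is 3 read steps in each. The largest falls were in the mitochondrial tRNA gene tC(GCA)Q, in YMR230W-A and in *DSE1*. The gene tC(GCA)Q had 162 and 177 FPKM untreated, which is a single read step in each library, and was listed at 0 in both libraries at 4 h. YMR230W-A fell from 34.0 and 37.2 FPKM to 3.46 and 0 FPKM, or from 11 read steps in each library to 1 and 0. Except for *DSE1*, these falls and the rise of YGL006W-A thus rest on a few reads. *DSE1* (YER124C, chromosome V from 407342 to 409063) fell from 138 ± 12.4 FPKM to 9.10 ± 0.433 FPKM (SD, n = 2). Its log2 change was -3.79 (standard error 0.14, limma adjusted p = 5.93e-08 with Benjamini-Hochberg adjustment).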

After 4 h of HU treatment 1134 and 1178 transcripts showed increased or decreased abundance, respectively (Supplementary Fig. 1). We found reasonable positive correlations between our data and previous microarray transcriptomic studies in HU^6^ or methyl methanesulfonate (MMS)^7, 22^ (Supplementary Fig. 2a, b). The correlation with data obtained using a distinct replication stress agent, MMS, indicates that a substantial fraction of the transcriptional program that we identified is due to DNA replication stress (Supplementary Fig. 2b). Some changes in gene expression that we observe are likely the result of cell-cycle synchronization in early S phase that occurs upon HU addition. Both WT and *lsm1∆* undergo similar HU arrests, however, and so cell-cycle effects are unlikely to impinge on the identification of differentially expressed genes when WT and *lsm1*∆ are compared (Supplementary Fig. 3).

Deletion of *LSM1* had a dramatic effect on mRNA abundance during HU treatment. Between 499 (1 h after HU treatment) and 1203 transcripts (4 h after HU treatment) increased in abundance in the *lsm1*∆ strain (Fig. 1b, c and Supplementary Data 1) compared to the WT control. 

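During HU treatment, 1620, 2234 and 3473 genes were higher in *lsm1∆* than in WT at 1, 2 and 4 h by limma with Benjamini-Hochberg adjustment. After centring each library on its median there were 1398, 1382 and 1610, so the rise from 1 h to 4 h was smaller on that scale. Among the 4 comparisons of *lsm1∆* and WT, the share of tested genes called was largest at 4 h, at 56.1% on the deposited scale and 45.6% after centring. At least a 2-fold rise was seen in 338, 339 and 815 genes at 1, 2 and 4 h, and in 307, 209 and 269 genes after centring. At 4 h the largest rise with a fold that can be given was in *SPG4* (YMR107W, chromosome XIII from 483014 to 483361). Its abundance was 37.2 ± 18.9 FPKM in *lsm1∆* and 1.37 ± 1.15 FPKM in WT (SD, n = 2), a log2 ratio of 4.01 (standard error 0.50, limma adjusted p = 7.38e-05 with Benjamini-Hochberg adjustment). The other genes with the largest rises at 4 h were tRNA genes listed at 0 in both WT libraries. They are the mitochondrial tM(CAU)Q1, with 173 and 191 FPKM in *lsm1∆*, and tS(AGA)D3, with 9.57 and 21.2 FPKM, which is 1 read step in each library for the former and 1 and 2 for the latter.

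**Figure D1:**
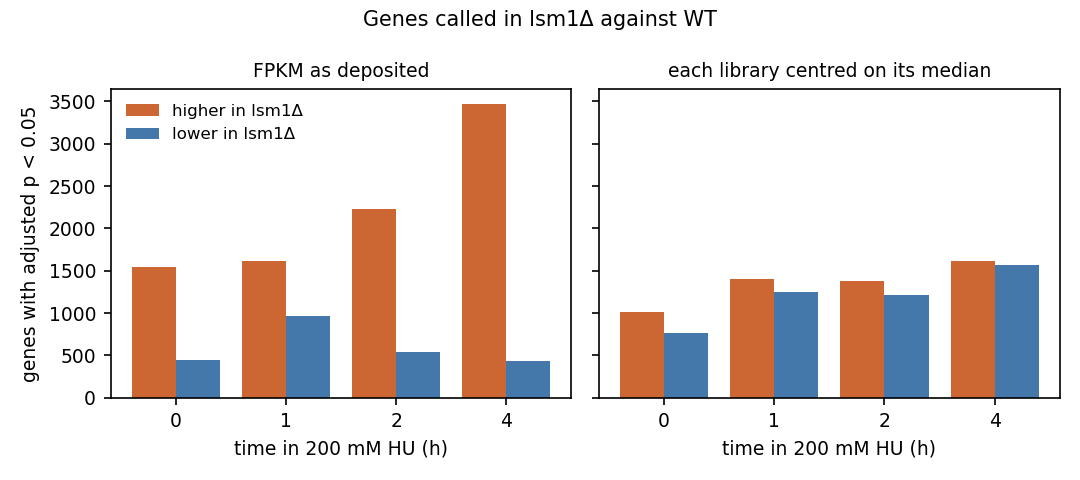
Number of genes called higher and lower in *lsm1∆* against WT (vertical axis) by time in 200 mM HU (horizontal axis, h), on the deposited scale and with each library centred on its median. At 4 h the numbers are 3473 and 439 on the deposited scale and 1610 and 1574 after centring.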

The unexpected transcript abundance decreases that we observed in the absence of HU treatment in *lsm1∆* were more extensive in the presence of HU, where 322 to 1051 mRNAs decreased in abundance. 

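The genes lower in *lsm1∆* than in WT numbered 962 at 1 h, 541 at 2 h and 439 at 4 h of HU by limma with Benjamini-Hochberg adjustment. The numbers were 1254, 1217 and 1574 with each library centred on its median. The number at 4 h was thus slightly below that in untreated cells on the deposited scale and above it after centring. A fall of at least 2-fold was seen in 124, 137 and 120 genes, and after centring in 136, 182 and 265. At 4 h, after *LSM1*, the largest falls among called genes with separate replicates were in YGL006W-A and YOR314W-A, both listed at 0 in both *lsm1∆* libraries. YOR314W-A had 27.9 and 28.4 FPKM in WT, which is 1 read step in each library, and YGL006W-A had 3 read steps in each.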

Almost half of the differentially expressed genes in *lsm1*∆ cells were downregulated, again indicating an unanticipated positive or protective role for P-body proteins in the regulation of gene expression (Fig. 1b, c and Supplementary Data 1). 

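Of the genes called in *lsm1∆* against WT during HU treatment, 37.3% were lower at 1 h, 19.5% at 2 h and 11.2% at 4 h. After centring each library on its median the shares were 47.3%, 46.8% and 49.4%. The share of lower genes thus depended on the scale. Of the calls at 4 h on the deposited scale, 52.4% were also called in the same direction after centring, and 29 genes were called in the opposite direction.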

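The median log2 ratio of the called genes was 0.42 untreated and 0.35, 0.48 and 0.63 at 1, 2 and 4 h of HU. It exceeded the median of all tested genes by 0.30, 0.32, 0.31 and 0.26. Called genes leave out ratios near 0, so their median moves with any majority of calls in one direction, and the excess does not measure the size of a bias. With each library centred on its median the calls at 4 h were nearly balanced, at 1610 higher and 1574 lower, and the median of the called genes was still 0.19, against -0.03 for all genes. A fit of only the 4 libraries compared moved the excess most, from 0.32 to 0.71 at 1 h. Among genes called higher the median log2 ratio was 0.50, 0.53, 0.56 and 0.68 at 0, 1, 2 and 4 h, and among genes called lower it was -0.42, -0.44, -0.45 and -0.48. After centring the medians at 4 h were 0.53 and -0.54.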

Overall, however, the distribution of the mRNA abundance ratios for the differentially expressed genes showed a statistically supported positive bias, indicating that the stabilizing effect on RNAs observed upon deletion of *LSM1* is stronger than the unexpected destabilizing effect (Fig. 1d). Interestingly, a large fraction (as much as 53%) of the transcripts whose abundance was affected by HU treatment and deletion of *LSM1* were also affected by MMS treatment, suggesting that Lsm1-regulated transcripts change in abundance during DNA replication stress in general (Supplementary Fig. 2c).

Finally, to confirm that the differentially expressed genes that we identified were independent of the data analysis method used, we applied two additional analyses to identify differentially expressed genes: EBSeq^23^ and edgeR^24^. 

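The *lsm1∆* against WT calls were recomputed with other settings of the limma fit, and the share of the original calls that were called again in the same direction was counted. It was at least 99.0% with a pseudocount of 0.1 in place of 1, and without the filter on low values. A filter of 5 FPKM in the mean of every condition kept at least 95.4%, and an adjusted p-value under 0.01 kept 57.2%, 61.1%, 70.0% and 78.9% at 0, 1, 2 and 4 h. A fit of only the 4 libraries compared kept 31.5%, 16.3%, 78.1% and 92.4%. Centring each library on its median kept 72.9%, 91.4%, 69.3% and 52.4% at 0, 1, 2 and 4 h, and at 4 h 29 genes were called in the opposite direction.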

Between 34 and 79% of the genes identified in our initial analysis were also identified using EBSeq or edgeR, depending on the time point analyzed (Supplementary Table 1).

### Differentially expressed genes are functionally enriched

Mining existing databases^25^ revealed modest enrichments for both genetic and physical interactions in differentially expressed genes in *lsm1*∆, both during normal growth and in DNA replication stress (Fig. 1e). These data indicate that genes that are differentially expressed in *lsm1*∆ relative to WT are more likely to share functional biological connections, and this is true both during unperturbed growth and in the presence of replication stress.

We further assessed functional connections among the differentially expressed genes by testing for enrichment of gene ontology (GO) biological process terms. 

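Gene lists written from general knowledge were used in place of gene ontology terms and tested with limma's camera, with a preset correlation between genes of 0.01. P-values were adjusted by the Benjamini-Hochberg method over 15 lists and 4 times. In untreated *lsm1∆* cells the 14 genes of the mitochondrial ATP synthase had a median log2 ratio of 0.75 (limma camera adjusted p = 9.73e-06), and all 14 were higher than in WT. The 27 nuclear genes of the respiratory chain had a median of 0.68 (limma camera adjusted p = 0.00125), with 24 genes higher. The medians after centring each library were 0.64 and 0.56. During HU treatment the ATP synthase medians were 1.01, 1.03 and 1.18 at 1, 2 and 4 h, and those of the respiratory chain were 1.09, 1.14 and 1.25. The 8 genes encoded by mitochondrial DNA had a median of -0.015 untreated (limma camera adjusted p = 0.288). The correlation between genes moved these results most. Estimated from the data, it left adjusted p-values of 0.308 and 0.542 for the first 2 lists untreated, while limma's fry gave 0.000465 and 0.00943. Of the 15 lists tested, 9 untreated and 10, 10 and 11 at 1, 2 and 4 h passed an adjusted p-value of 0.05 with the preset correlation. With the estimated correlation 3, 3, 3 and 4 did, and the lists that did so at every time were the mitochondrial ribosome, mitochondrial import and the paper's candidate genes. The candidate genes were chosen by the study on these samples.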

Among the genes with increased mRNA abundance in *lsm1∆* we noted enrichment for GO terms related to ATP synthesis, particularly genes encoding components of the electron transport chain, suggesting a role for P-bodies in regulating energy transactions during normal cellular growth (Fig. 1f and Supplementary Data 2). 

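The 15 genes of purine nucleotide biosynthesis had a median log2 ratio of -0.27 in untreated *lsm1∆* cells (limma camera adjusted p = 7.98e-04), and -0.38 with each library centred on its median. The call did not hold with limma's fry (adjusted p = 0.065) or with an estimated correlation between genes (adjusted p = 0.275). Of the lists tested in untreated cells, purine biosynthesis was the only one called lower by camera on the deposited scale. After centring the 137 genes of the cytosolic ribosome were called lower as well, with a median of -0.12 (limma camera adjusted p = 0.00271), against -0.0011 on the deposited scale (adjusted p = 0.143).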

Beside ribonucleotide metabolism, little additional functional enrichment was observed among the genes with decreased expression in *lsm1*∆, suggesting that mRNA abundance decreases in the absence of functional P-bodies during normal cell growth could be largely non-specific.

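A gene was counted as HU-responsive when it was called in *lsm1∆* against WT in the same direction at 1 and 2 h or at 2 and 4 h, and not in that direction in untreated cells, the definition in the paper's R code. By limma with Benjamini-Hochberg adjustment, 904 genes met it with higher and 219 with lower abundance. Genes of the environmental stress response were not removed. Centring each library on its median gave 571 and 561, of which 330 and 138 were the same genes. A fit of only the 4 libraries compared gave 1413 and 189, of which 591 and 88 were the same genes. On the deposited scale a change of the *lsm1∆* to WT ratio from untreated cells was called for 676 of the HU-responsive genes. After centring it was called for 410 of the genes that then met the definition. A call at any of 1, 2 or 4 h was counted, in either direction. These numbers therefore do not show how many ratios moved further in the direction of the gene.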

To assess functional enrichment in the presence of replication stress, we defined a core set of HU-responsive genes as the genes being differentially expressed only upon HU exposure and at two consecutive time points (601 increased abundance and 417 decreased abundance). In addition, we removed genes known to be involved in the general environmental stress response from our core set of HU-responsive genes (72 genes in the increased abundance set (42 upregulated in the environmental stress response) and 49 genes in the decreased abundance set (35 downregulated in the environmental stress response))^26^. Genes engaged in several aspects of mitochondrial function, particularly protein import into the mitochondria, were enriched in the set of genes whose mRNA abundance increased in HU in *lsm1∆*, as were genes encoding proteasome subunits (Fig. 1g and Supplementary Data 2). 

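The 34 genes of protein import into the mitochondria had median log2 ratios of 0.40, 0.69 and 1.01 in *lsm1∆* against WT at 1, 2 and 4 h of HU (limma camera adjusted p = 1.40e-05, 2.86e-09 and 8.19e-08, Benjamini-Hochberg), with 28, 33 and 33 genes higher. They were 0.34, 0.50 and 0.61 with each library centred on its median. In untreated cells the median was already 0.32 (limma camera adjusted p = 1.85e-05). On the deposited scale all 70 genes of the mitochondrial ribosome were higher at each of the 4 times. After centring 67 were higher untreated, and 69, 70 and 70 at 1, 2 and 4 h. The medians of this list were 0.50 untreated and 0.66, 0.97 and 1.35 at 1, 2 and 4 h (limma camera adjusted p = 3.50e-21 at 4 h). After centring they were 0.38, 0.61, 0.78 and 0.94. The 33 proteasome genes had medians of 0.29 untreated and 0.26, 0.59 and 0.94 at 1, 2 and 4 h (limma camera adjusted p = 4.04e-11 at 4 h), with 33, 31, 33 and 33 genes higher. After centring these medians were 0.17, 0.20, 0.40 and 0.54. With a correlation between genes estimated from the data the proteasome list was not called (adjusted p = 0.308, 0.428, 0.256 and 0.275 at 0, 1, 2 and 4 h), while limma's fry called it at each time.

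**Figure D2:**
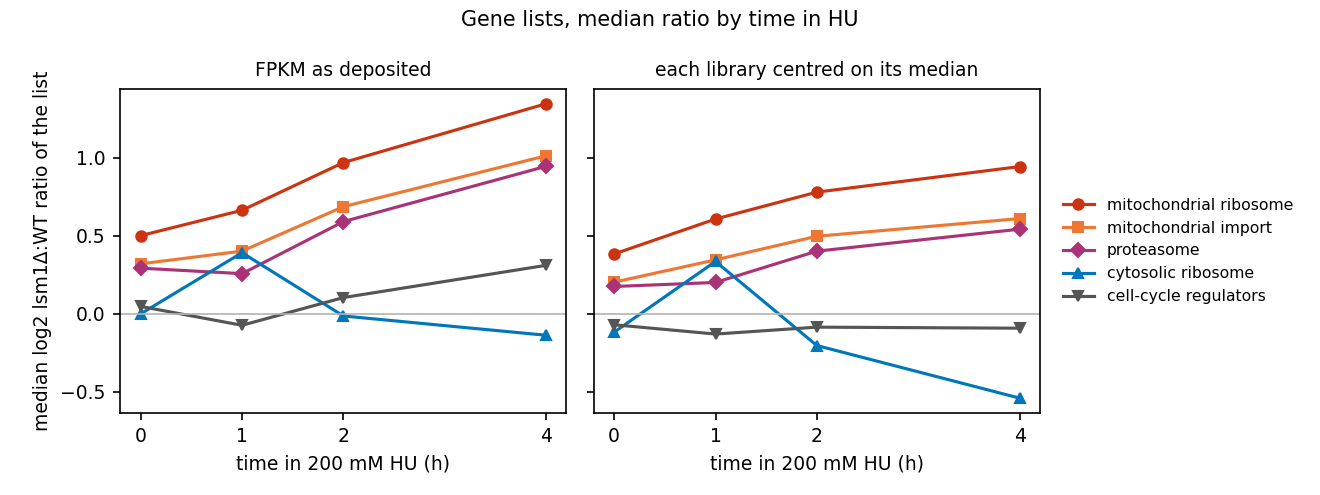
Median log2 *lsm1∆*:WT ratio of 5 gene lists (vertical axis) by time in 200 mM HU (horizontal axis, h), on the deposited scale and with each library centred on its median. The mitochondrial ribosome rises to 1.35 at 4 h, and to 0.94 after centring, and cell-cycle regulators change sign at 4 h, from 0.31 on the deposited scale to -0.09 after centring.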

Genes encoding cell-cycle regulators were enriched in the genes whose mRNA abundance decreased in HU in *lsm1∆* cells (Fig. 1g and Supplementary Data 2). 

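A list of 58 cell-cycle regulators, written from general knowledge and not taken from the gene ontology, had median log2 ratios of -0.07, 0.10 and 0.31 in *lsm1∆* against WT at 1, 2 and 4 h of HU (limma camera adjusted p = 0.0606, 0.288 and 0.987, Benjamini-Hochberg). Once each library was centred on its median they were -0.13, -0.09 and -0.09, so that the direction at 2 and 4 h depended on the scale. On the deposited scale limma's fry called the list higher at 2 h (adjusted p = 0.0387) and 4 h (adjusted p = 4.05e-05). Another list of 9 genes with an early cell-cycle box, a promoter site bound by Mcm1, had medians of -0.16, -0.12 and 0.17 (limma camera adjusted p = 0.0978, 0.0302 and 0.364), and of -0.22, -0.31 and -0.23 after centring. The call at 2 h did not hold with limma's fry (adjusted p = 0.246) or with an estimated correlation (adjusted p = 0.425). These tests ask whether a whole list shifts at a single time. Whether cell-cycle genes are over-represented among the genes that fell, which is the paper's question, was not tested.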

The functional enrichments suggest that P-bodies downregulate mitochondrial biogenesis and protein degradation and upregulate genes involved in controlling cell-cycle progression during HU-induced replication stress.

Thus, in addition to the major regulatory effect that functional P-bodies exert on gene expression in unperturbed cells, we define an additional layer of regulation of transcript abundance by P-body proteins, both positive and negative, that is evident when replication stress is present. 

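Whether the *lsm1∆* to WT ratio changed between untreated and HU-treated cells was tested as the interaction of strain and treatment with limma and Benjamini-Hochberg adjustment. At 1 h the ratio rose for 20 genes and fell for 15, at 2 h for 74 and 20, and at 4 h for 1877 and 248. At an unadjusted p-value under 0.05 there were 1059, 1216 and 2882 genes. At 4 h centring each library on its median moved the rises most, to 501, and gave 537 falls. In proportion the falls moved most at an adjusted p-value under 0.01, to 74. Centring gave 31 and 13 at 1 h and 33 and 34 at 2 h. Of the calls at 4 h on the deposited scale, 35.2% were called again in the same direction after centring. The largest rises at 4 h were in tC(GCA)Q, tM(CAU)Q1 and *RGI1*, and the largest falls were in YGL006W-A, YKL096C-B and YKL183C-A. All but *RGI1* are tRNA genes or short loci that were listed at 0 in some libraries and held at most 6 read steps in any, so their changes rest on a few reads. *RGI1* (YER067W, chromosome V from 292066 to 292551) overlaps YER066C-A by 138 bp and YER067C-A by 312 bp. Its log2 *lsm1∆*:WT ratio was 0.04 untreated and 3.70 at 4 h. The untreated WT replicates lay far apart, at 32.5 and 7.39 FPKM, so the untreated ratio and the size of the change are uncertain. From the differential expression with and without HU, the paper concludes that P-body proteins add a further layer of regulation of transcript abundance in replication stress, both positive and negative.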

When compared to unperturbed cells, P-body proteins regulate different cellular processes during exposure to replication stress, consistent with a specific biological role for P-bodies in the DNA replication stress response.

### Suppressors of the HU sensitivity of P-body mutants

Having established that the P-body protein Lsm1, either directly or indirectly, regulates the abundance of mRNAs during replication stress, we sought to identify mRNAs whose downregulation at P-bodies is important for replication stress resistance. We reasoned that the HU sensitivity of P-body mutants is due to the increased abundance of critical P-body target mRNAs. Therefore, deletion of the genes encoding these targets should suppress the HU sensitivity of P-body mutants (Fig. 2a). Since *LSM1* and *PAT1* share the most genetic interactions of any two P-body components^27^, we conducted suppression screens of both *lsm1∆* and *pat1∆* (Fig. 2b and Supplementary Data 3), using the Synthetic Genetic Array (SGA) method^28^ to systematically inactivate 4971 genes (~76% of the genome) in an *lsm1*∆ or *pat1*∆ background. We assessed the fitness of every double mutant, by measuring and comparing colony size in presence and absence of HU, in triplicate. Fitness values were normalized in order to remove plate and/or pinning artefacts, and converted to *Z*-scores. The *Z*-score distribution was similar in both *lsm1*∆ and *pat1*∆ strain backgrounds (Fig. 2b). Double mutants with a *Z*-score greater than +1 were considered to be HU sensitivity suppressors. Because the individual suppressor screens had a low true positive rate (~27%; 3 candidates validated, after strain re-construction, out of 11 randomly picked suppressor hits) we limited our analysis to suppressors identified in both the *lsm1*∆ and *pat1*∆ screens. A total of 71 genes, when inactivated, were able to suppress both *lsm1*∆ and *pat1*∆ HU sensitivity. Among these candidate P-body target genes, 11 also have increased transcript abundance in the absence of *LSM1* at 2 or more consecutive times after HU treatment (Fig. 2c). 

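Each of the 11 genes, which are *HHT1*, *YOX1*, *TMA16*, *GCD7*, *RRS1*, *PRE1*, *CSE2*, *ACF4*, *RAD14*, *MOB2* and *ARL3*, had a higher mean in *lsm1∆* than in WT at all 4 times on the deposited scale. The exception after centring each library on its median was *RAD14*, at -0.02 at 1 h. By limma with Benjamini-Hochberg adjustment over all genes, 9 of the 11 were called higher at 1 h, and 11 at 2 h and at 4 h. Adjusted over the list alone there were 10, 11 and 11. The study chose the list on these samples, so the latter is not independent evidence. After centring 8, 11 and 11 were called. The genes not called at 1 h were *RAD14* (log2 ratio 0.04) and *MOB2* (0.36). The log2 ratios lay between 0.67 and 1.47 at 2 h and between 0.82 and 1.72 at 4 h. In untreated cells 9 of the 11 were also called, with log2 ratios between 0.31 and 1.09. As a list they had median log2 ratios of 0.57, 0.53, 0.82 and 1.15 at 0, 1, 2 and 4 h (limma camera adjusted p = 3.61e-05, 5.64e-05, 1.24e-05 and 9.62e-05). Because the genes were chosen in part for rising in these samples in HU, this list test is not independent evidence either.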

Independent re-construction of the *pat1*∆ and *lsm1*∆ double mutants with each of the 11 genes resulted in validation of 6 putative target genes: *ARL3*, *ACF4*, *HHT1*, *TMA1*, *RRS1* and *YOX1* and increased mRNA abundance in HU for 5 of these transcripts was confirmed by two independent data analysis methods. 

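*TMA16* (YOR252W, chromosome XV from 803667 to 804203) had log2 ratios of *lsm1∆* to WT of 1.12, 1.21 and 1.62 at 1, 2 and 4 h of HU (limma adjusted p = 3.83e-05, 1.80e-05 and 9.68e-07, Benjamini-Hochberg), and its mean at 4 h was 137 ± 2.74 FPKM in *lsm1∆* and 43.7 ± 2.57 FPKM in WT (SD, n = 2). *ARL3* (YPL051W, chromosome XVI from 459963 to 460559) had log2 ratios of 0.47, 0.82 and 0.82 (limma adjusted p = 0.00255, 7.31e-05 and 2.82e-05). *RRS1* (YOR294W, chromosome XV from 868340 to 868951) had ratios of 0.45, 0.84 and 1.15 (limma adjusted p = 0.0331, 0.00116 and 7.34e-05). At 1 h *RRS1* was no longer called with each library centred on its median (log2 ratio 0.39, limma adjusted p = 0.0622, range over the alternatives 0.0294 to 0.258).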

*ACF4* was confirmed by edgeR but not by EBSeq (Supplementary Table 2). 

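*ACF4* (YJR083C) lies on chromosome X from 582608 to 583537. Its log2 ratio of *lsm1∆* to WT was 0.37 (standard error 0.10) at 1 h, 0.67 at 2 h and 0.99 at 4 h (limma adjusted p = 0.0165, 4.98e-04 and 1.79e-05, Benjamini-Hochberg). The means at 4 h were 26.9 ± 2.00 FPKM in *lsm1∆* and 13.0 ± 0.478 FPKM in WT (SD, n = 2). In the fit of only the 4 libraries compared the adjusted p-value at 1 h was 0.104, the highest over the alternatives, which reached down to 0.0129.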

Mutations in each suppressed both *lsm1*∆ and *pat1*∆ HU sensitivity (Fig. 2d). In no case was suppression complete, suggesting that multiple P-body targets contribute to fitness during the replication stress response. The biological function of the 6 genes is described in Fig. 2e. Two genes (*RRS1* and *TMA16*) encode ribosome-associated proteins^29, 30^, suggesting that downregulation of protein translation capacity is important for DNA replication stress resistance. Two (*ACF4* and *YOX1*) encode phosphorylation targets of the cyclin dependant kinase Cdc28^31^. Importantly, among the six genes we identified, one (*HHT1)* is known to be a P-body target during replication stress^32^. Therefore, our strategy identified five new genes whose expression is toxic during replication stress when P-body function is compromised.

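*HHT1* (YBR010W, chromosome II from 256331 to 256741) encodes histone H3. Its abundance in WT was 1512 ± 55.0 FPKM (SD, n = 2) untreated and 442 ± 59.2, 676 ± 82.8 and 881 ± 22.9 FPKM at 1, 2 and 4 h of HU. In *lsm1∆* it was 3216 ± 334, 1461 ± 159, 1869 ± 24.6 and 2895 ± 59.1 FPKM. The log2 ratio of *lsm1∆* to WT was 1.09, 1.73, 1.47 and 1.72 (standard error 0.12), and it was called at all 4 times (limma adjusted p = 2.53e-04, 2.17e-05, 1.84e-05 and 1.80e-06, Benjamini-Hochberg). *HHT2* (YNL031C, chromosome XIV from 575640 to 576050) encodes the same protein and is a near-identical copy, so that reads of the 2 genes cannot always be told apart by sequence. Its log2 ratios were 0.44, 0.96, 0.75 and 0.75 (limma adjusted p = 0.0346, 5.10e-04, 0.00149 and 8.70e-04). *HHT2* was not called in untreated cells with each library centred on its median (log2 ratio 0.32, limma adjusted p = 0.0909, range over the alternatives 0.0158 to 0.0921). A list of 8 histone genes had medians of 0.80, 1.5, 0.97 and 0.99 (limma camera adjusted p = 2.83e-04, 3.64e-06, 0.00160 and 0.00797). With an estimated correlation between genes the list was not called (adjusted p = 0.308, 0.213, 0.323 and 0.414), while limma's fry called it at each time.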

**Fig. 2:**
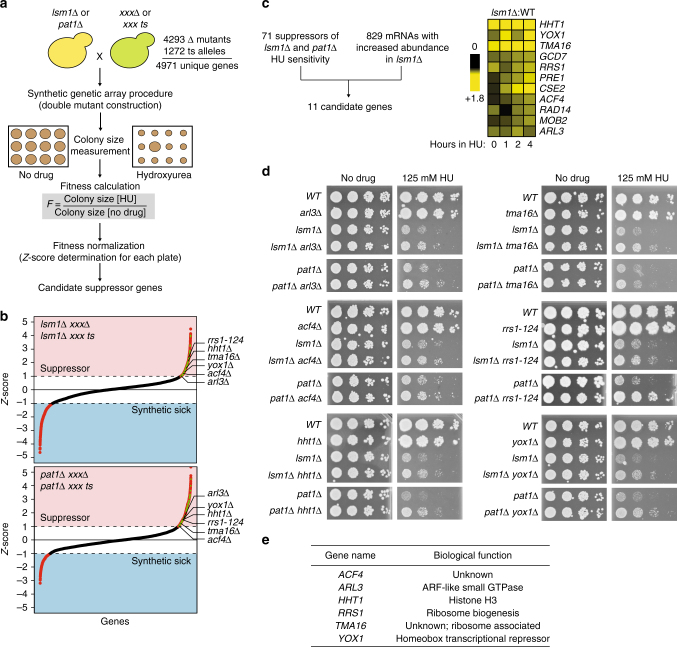
Combining a systematic suppressor screen with mRNA abundance data to identify P-body targets in replication stress. **a** Overview of the screen to identify suppressors of the HU sensitivity of P-body mutants. **b** *Z*-score normalized HU fitness values for the *lsm1*∆ *xxx* and *pat1*∆ *xxx* double mutants. Genes that were identified in both screens are indicated in *green*. Validated hits are indicated on the *right*. **c** The mRNA abundance during replication stress is displayed as a heatmap for eleven candidate genes from the intersection of the suppressor screen and mRNA abundance data. The log2 *lsm1*∆:WT ratio is plotted for the indicated time points. **d** HU sensitivity assay for the 6 validated candidate genes among the 11 genes identified in **c**. Ten-fold dilutions of an overnight culture were spotted on YPD medium with or without HU. **e** Biological functions of the validated candidate genes

### *YOX1* regulation by P-bodies is critical during HU stress

Yox1 is a homeobox transcriptional repressor that regulates the expression of cell-cycle regulated and DNA replication genes^33^. Together with Mcm1, Yox1 binds to the promoters of genes whose regulation is critical during the M/G1 transition of the cell cycle^33^. Inactivation of the Yox1 protein is important during replication stress in *Schizosaccharomyces pombe* ^34^, and overexpression of *YOX1* causes a dramatic increase in chromosome loss in *S. cerevisiae* ^35^. DNA replication stress causes Yox1 to re-localize from the nucleus to the cytoplasm^8^, suggesting that expression of Yox1 targets could play an important role in the replication stress response. Given its connections to the replication stress response, we asked if *YOX1* expression is regulated by P-body proteins.

We first confirmed that *YOX1* mRNA levels increase in P-body mutants. When we examined *YOX1* mRNA by quantitative reverse transcription PCR (RT-PCR), we found that in both *lsm1*∆ and *pat1*∆ *YOX1* mRNA accumulated relative to the WT cells (Supplementary Fig. 4). Deletion of *PAT1* abolishes P-body formation during replication stress^8^, while loss of *LSM1* results in the accumulation of non-functional P-bodies^18^, suggesting that *YOX1* degradation is, to some extent, dependent on the formation of functional P-bodies during replication stress. However, because Lsm1-dependent and Pat1-dependent mRNA degradation can also occur in absence of visible P-body granules, it is possible that *YOX1* mRNA regulation by P-body proteins could occur at sites external to visible P-body granules.

We next tested whether *YOX1* inactivation rescued the sensitivity of P-body mutants to diverse stresses or was specific to DNA replication stress induced by HU treatment (Fig. 3). Deletion of *LSM1* ^36^ or *PAT1* confers sensitivity to boric acid, yet deletion of *YOX1* failed to rescue either sensitivity (Fig. 3a). The *lsm1∆* mutant is also sensitive to heat stress^37^, and temperature sensitivity was not rescued by *yox1∆* (Fig. 3a). The *YOX1* gene has a paralog, *YHP1*, so we also assessed the effect of deleting *YHP1* on stress resistance in *lsm1∆* and *pat1∆* (Fig. 3a). Deletion of *YHP1* had little effect on the HU, heat, or boric acid sensitivity of the P-body mutants. In addition, *YHP1* mRNA was not upregulated in *lsm1*∆ (Supplementary Data 1). 

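*YHP1* (YDR451C) lies on chromosome IV from 1361120 to 1362181. Its log2 ratio of *lsm1∆* to WT was -0.26 untreated and -0.03, 0.24 and 0.46 at 1, 2 and 4 h of HU, with a standard error of 0.12. Without WT replicate 2 at 1 h it was 0.01 at that time. At 4 h it was called higher on the deposited scale (limma adjusted p = 0.00686, Benjamini-Hochberg), with 32.3 ± 2.37 FPKM in *lsm1∆* and 23.2 ± 2.16 FPKM in WT (SD, n = 2). With each library centred on its median it was 0.05 at 4 h (limma adjusted p = 0.783, range over the alternatives 2.87e-04 to 0.783). It was not called at the other times on either scale. With the replicate number as a block it was called lower untreated and higher at 2 h (limma adjusted p = 0.0169 and 0.0167).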

We conclude that deletion of *YOX1* rescues the HU sensitivity of P-body mutants while playing little role in other P-body stress responses, and that the paralog *YHP1* is unlikely to be a relevant P-body target during replication stress.

**Fig. 3:**
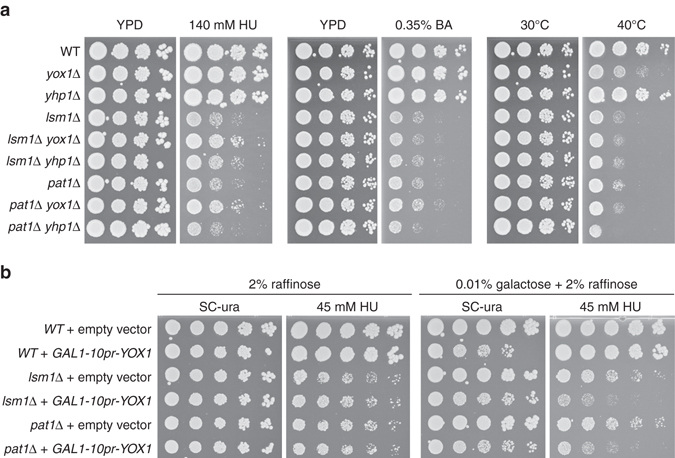
*YOX1* toxicity is specific to DNA replication stress. **a** Serial 10-fold dilutions of the indicated strains were spotted on YPD with or without HU, boric acid (BA) or at high temperature (40 °C). Plates were imaged after 2–3 days of growth to assess the sensitivity of each strain to each treatment. **b** Serial 5-fold dilutions of WT (BY4741), *lsm1*∆ or *pat1*∆ cells containing pBY011 (empty vector) or pBY011-*YOX1* (*GAL1-10pr-YOX1*) plasmids were spotted on synthetic complete medium lacking uracil and containing raffinose or raffinose and galactose, with or without HU. Plates were imaged after 7 days of growth to assess the effect of *YOX1* expression on HU sensitivity

We reasoned that if P-body-dependent degradation of *YOX1* mRNA is critical for replication stress resistance, then overexpression of *YOX1* should sensitize P-body mutant strains to HU. Indeed, expression of *YOX1* from the *GAL1-10* promoter was toxic in both *lsm1*∆ and *pat1*∆ backgrounds (Fig. 3b). Together these data support the conclusion that negative regulation of *YOX1* expression by P-body proteins is important specifically for HU-stress resistance.

### The *YOX1* transcript localizes to P-bodies

To assess whether the negative regulation of *YOX1* expression was likely occurring directly at the cytoplasmic P-body granules that form during replication stress, we tracked the location of *YOX1* mRNAs in live cells using the mTAG mRNA visualization system^38^. We introduced MS2 repeats into the 3ʹ UTR of the *YOX1* gene and expressed the MS2 coat protein fused to green fluorescent protein (GFP) to visualize the *YOX1* mRNA. P-bodies were visualized simultaneously by co-expressing a Pat1-mCherry fusion protein. The MS2 tag system can compromise the visualization of full-length mRNAs by promoting Xrn1-dependent accumulation of mRNA degradation products^39, 40^, so we examined *YOX1* mRNA localization in both WT and in cells deleted for *XRN1*. Additionally, we reasoned that because the *YOX1* transcript is potentially degraded at P-bodies where Xrn1 is the predominant 5ʹ–3ʹ exoribonuclease^41^, deletion of *XRN1* should facilitate *YOX1* mRNA visualization by stabilizing it.

*YOX1* mRNA forms granules in ~6% of WT cells, both in untreated conditions and after HU treatment (Fig. 4a, b). Deletion of *XRN1* dramatically increased the formation of *YOX1* mRNA granules and of P-bodies^18^ in untreated conditions and after HU treatment (Fig. 4a, b). Control strains expressing the MS2-GFP coat protein but lacking the MS2 repeats in the 3ʹUTR of *YOX1* displayed very few granules (Fig. 4b), demonstrating that MS2-GFP focus formation required *YOX1* tagged with MS2 repeats. Importantly, the *YOX1* granules co-localized with the P-body marker Pat1 in both WT and *xrn1*∆ cells under normal conditions and after HU treatment (Fig. 4a, b). In 1092 *YOX1* granules examined, 25.8 ± 8.8% of *YOX1* mRNA and Pat1 granules co-localized in *xrn1*∆ untreated cells. Similar levels of co-localization were found with other transcripts and the P-body marker Edc3^42^. HU treatment resulted in the appearance of large aggregates in the red channel, making the quantification of *YOX1* mRNA granule co-localization with Pat1-mCherry difficult to evaluate (Fig. 4a). Yet, when discreet Pat1 foci were observable we could detect co-localization with *YOX1* mRNA granules (Fig. 4a). Interestingly, the accumulation of *YOX1* mRNA granules that is evident upon deletion of *XRN1* correlates with increased HU sensitivity (Fig. 4c) and increased *YOX1* transcript abundance (*xrn1*∆:wildtype = 3.7 ± 1.8). As was the case with *lsm1*∆, the HU sensitivity of *xrn1*∆ is rescued by deletion of *YOX1* (Fig. 4c), indicating that *YOX1* mRNA is a critical transcript for HU sensitivity of *xrn1*∆. Thus, failure to degrade *YOX1* mRNA, either at the level of functional P-body formation or at the level of nucleolytic degradation of the mRNA, results in HU sensitivity. These data reinforce the notion that control of *YOX1* mRNA abundance is important to the replication stress response.

**Fig. 4:**
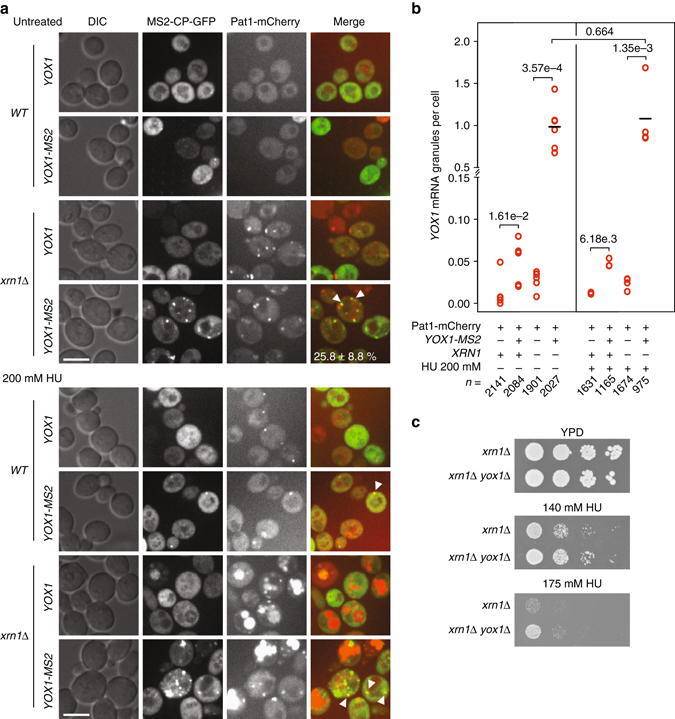
*YOX1* mRNA forms cytoplasmic granules and accumulates at P-bodies. **a** Representative images of cells co-expressing MS2-CP-GFP and Pat1-mCherry, with or without *YOX1* tagged with MS2 repeats, before and after 2 h of treatment with HU. Cytoplasmic granules were assessed in both WT and in *xrn1*∆ cells. *Scale bars* are 7 µm. *Arrows* indicate *YOX1* mRNA granules that co-localize with Pat1-mCherry granules. **b** Quantification of *YOX1* mRNA granules in untreated and HU-treated cells. The average number of foci per cell is plotted for each of at least three replicates. The solid bar indicates the average of the replicates, *P*-values are from Student’s *t*-tests, and *n* indicates the total number of cells examined. **c** Serial 10-fold dilutions of the indicated strains were spotted on YPD with or without HU. Plates were imaged after 3–4 days of growth to test the suppression of *yox1*∆ HU sensitivity by deletion of *XRN1*

Together, these data indicate that *YOX1* mRNAs localize to P-bodies both in normal growth and during replication stress induced by HU, consistent with a model in which *YOX1* mRNA abundance is regulated by P-body proteins, including Xrn1, directly at P-bodies.

### Yox1 accumulates in the nucleus in *lsm1*∆ cells

Yox1 and its paralog Yhp1 bind to the transcriptional antirepressor Mcm1, resulting in repression of Mcm1 targets^33^. Having established that the *YOX1* transcript increases in *lsm1*∆ cells in the presence of HU (Fig. 2c), we tested whether the Yox1 protein is increased in abundance as well. 

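*YOX1* (YML027W) lies on chromosome XIII from 221406 to 222563. Its abundance in WT was 17.2 FPKM untreated in both libraries, and 13.8 ± 3.12, 14.8 ± 1.74 and 13.4 ± 0.559 FPKM (SD, n = 2) at 1, 2 and 4 h of HU. In *lsm1∆* it was 25.9 ± 2.05, 27.7 ± 0.116, 25.3 ± 0.186 and 39.3 ± 2.46 FPKM. The log2 ratio of *lsm1∆* to WT was 0.56, 0.97, 0.74 and 1.49 (standard error 0.13) and was called at each time, untreated cells included (limma adjusted p = 0.00889, 3.54e-04, 0.00126 and 6.50e-06, Benjamini-Hochberg). The ratios were 0.45, 0.91, 0.55 and 1.08 with each library centred on its median. The fit of only the 4 libraries compared moved the p-values most, to 0.0507 untreated and 0.0658 at 1 h. The rise of the ratio from untreated cells was 0.41 at 1 h and 0.17 at 2 h, neither called (limma adjusted p = 0.328 and 0.686), and 0.92 at 4 h (limma adjusted p = 0.00472). In *lsm1∆* itself *YOX1* rose by 0.59 from untreated cells to 4 h of HU (limma adjusted p = 0.00278).

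**Figure D3:**
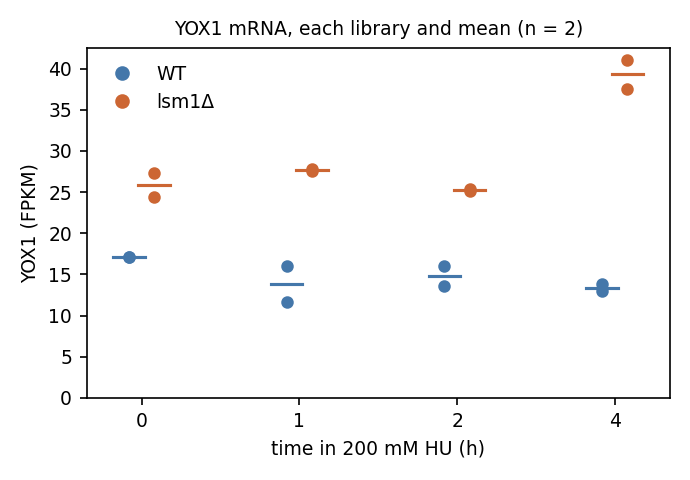
*YOX1* abundance (vertical axis, FPKM) by time in 200 mM HU (horizontal axis, h) in WT and *lsm1∆*, with points for the libraries and lines for the means (n = 2). The *lsm1∆* mean lies above the WT mean at each time, with 39.3 against 13.4 FPKM at 4 h.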

Yox1 accumulates in the cytoplasm upon HU treatment^8^, so we examined Yox1-GFP protein abundance in individual cells and in individual nuclei in both WT and *lsm1*∆ cells (Fig. 5). Cells lacking *LSM1* had elevated levels of Yox1-GFP, in the nucleus and in the cytoplasm (Fig. 5c, d), consistent with the increased *YOX1* mRNA abundance in *lsm1∆*. The increased level of Yox1-GFP in the nucleus in *lsm1∆* persisted upon HU treatment for at least 2 h (Fig. 5d). Immunoblot analysis of Flag-tagged Yox1 confirmed an increase of Yox1 protein in *lsm1*∆ cells (Fig. 5b). It is worth noting that Yox1 protein abundance did not precisely mirror *YOX1* mRNA abundance, suggesting additional regulation at the level of translation and/or protein stability. These data indicate that there is more Yox1 in the nucleus when the *YOX1* mRNA is not degraded effectively at P-bodies, and suggest that Yox1 target genes will be expressed at lower levels when P-body function is compromised.

**Fig. 5:**
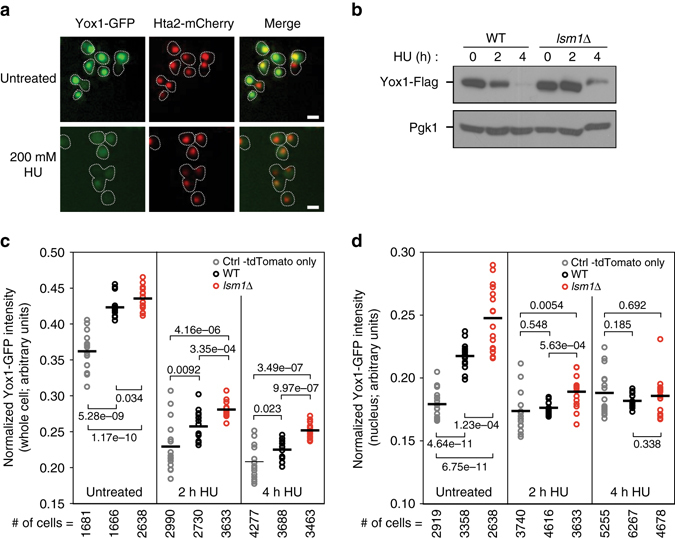
The Yox1 repressor is more abundant in cells lacking LSM1. **a** Representative images of cells expressing Hta2-mCherry and Yox1-GFP before and after 2 h of HU treatment. The *scale bars* are 5 µm, and the outlines of the cells are indicated. **b** Analysis of Yox1-Flag protein level by immunoblot before and after HU treatment. Pgk1 was used as loading control. Molecular weight markers are shown on the uncropped image in ﻿Supplementary Fig. 5. One representative experiment is shown. Normalized intensity of the cellular (**c**) or the nuclear (**d**) Yox1-GFP fluorescence in WT and *lsm1*∆ cells. Each point represents the data for an individual replicate of the indicated strain (for 8 technical replicates for each of 2 biological replicates). The *solid bar* indicates the average of the replicates, and *P*-values from the Student’s *t*-test are indicated

### The network of Yox1 targets is important for HU resistance

To probe the consequences of increased *YOX1* expression during replication stress, we used RNA-seq to measure transcript abundance during *YOX1* overexpression in the presence of HU (Fig. 6a, b and Supplementary Data 4). The expression of between 96 (at 2 h) and 156 genes (at 4 h) was decreased in the *YOX1*-overexpressing strain. One third (2 h) to one half (4 h) of the genes that were downregulated upon *YOX1* overexpression were also downregulated in the *lsm1*∆ cells, consistent with modulation of Yox1 function by Lsm1 (Fig. 6b, c). This effect is statistically supported as *lsm1*∆ downregulated genes were strongly enriched among the downregulated genes identified upon *YOX1* overexpression (Fig. 6c). Interestingly, a number of the genes with altered expression in the presence of HU and *YOX1* overexpression were not known Yox1 targets^43^ (Fig. 6b, *purple panel*). Therefore the potential repertoire of Yox1 regulatory targets is expanded during replication stress.

**Fig. 6:**
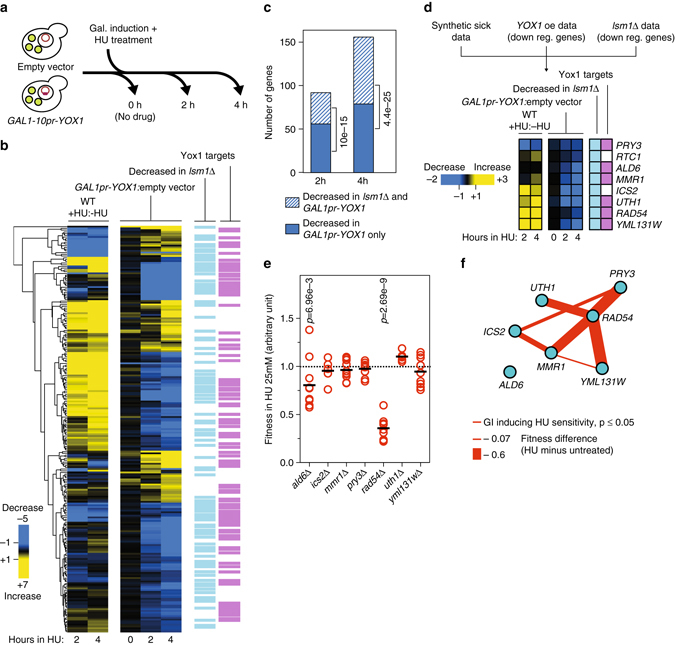
Excess Yox1 represses genes that are critical for cell fitness during replication stress. **a** Overview of the RNA-seq experiment. WT cells containing pBY011 (empty vector) or pBY011-*YOX1* (*GAL1-10pr-YOX1*) vectors were cultivated in synthetic media containing raffinose. Overexpression of *YOX1* was induced by adding galactose and replication stress was induced by HU treatment. RNA was extracted at the indicated time points. **b** Heatmap of expression ratios generated by hierarchical clustering, showing genes that were differentially expressed upon *YOX1* overexpression. Two different ratios are represented: +HU:−HU compares expression values in the control strain (empty vector) between the HU condition and the untreated condition, and *GAL1-10pr-YOX1*:empty vector compares expression values between the *YOX1*-overexpressing strain and the control strain at each time point. *Light blue bars* indicate genes that were downregulated after 2 h and/or 4 h in HU in *lsm1*∆ compared to WT (as in Fig. 1). *Purple bars* denote genes that are described as Yox1 targets in the Yeastract database. **c** The number of genes with decreased mRNA abundance upon *YOX1* overexpression, with the overlap of genes that also have decreased mRNA abundance in *lsm1*∆ is plotted as a stacked bar graph. The indicated *P*-values were calculated using a hypergeometric test. **d** Identification of potential Yox1 targets during replication stress at the intersection of three datasets. Heatmaps are as presented in **b**. **e** Fitness data in HU for the single mutants identified in **d**. Each data point represents a single replicate (*n* = 5). Horizontal bars represent the average of the replicates. *P*-values are from a Student’s *t*-test. **f** Condition-dependent negative genetic network of interactions between the 8 targets in **d**. *Red edge thickness* is proportional to the difference between the double mutant fitness in absence and presence of 25 mM HU

Surprisingly, the *YOX1* transcriptional repression program that we identified was not enriched for genes involved individually in HU resistance (hypergeometric *P* = 0.992 at 2 h and *P* = 0.998 at 4 h). We focussed on the 8 Yox1 targets that were also downregulated in *lsm1*∆ and that caused HU synthetic sickness in *lsm1*∆ (Fig. 6d), reasoning that the most critical Yox1 targets would be affected by Yox1 overexpression, *LSM1* deletion, and would exacerbate the HU sensitivity of *lsm1*∆. 

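The 8 genes are *PRY3*, *RTC1*, *ALD6*, *MMR1*, *ICS2*, *UTH1*, *RAD54* and *YML131W*. By limma with Benjamini-Hochberg adjustment over all genes, 4 of the 8 were called lower in *lsm1∆* than in WT at 1 h, 2 at 2 h and 2 at 4 h, and 0 untreated. Adjusted over the list alone there were 5, 2 and 1, and 2 genes were called higher at 1 h. The study chose the list on these samples, so counts over the list alone are not independent evidence. With each library centred on its median 5, 6 and 7 were called lower. A fit with the replicate number as a block also called *UTH1* lower untreated (limma adjusted p = 0.0178). It called *MMR1* lower at 2 and 4 h (limma adjusted p = 0.0384 and 0.0224). *UTH1* (YKR042W, chromosome XI from 519527 to 520624) was called lower at all 3 times of HU, with log2 ratios of -0.73, -0.77 and -0.83 (limma adjusted p = 0.00867, 0.00530 and 0.00219). *ICS2* (YBR157C, chromosome II from 553543 to 554310) fell by 0.62 at 1 h and 1.03 at 2 h (limma adjusted p = 0.00917 and 4.27e-04), and had a ratio of -0.30 at 4 h (limma adjusted p = 0.118). *RAD54* (YGL163C, chromosome VII from 193707 to 196403) was called lower at 1 h, at -0.51 (limma adjusted p = 0.0022), and changed direction with the scale at 4 h, with 0.04 on the deposited scale and -0.36 after centring. *ALD6* (YPL061W, chromosome XVI from 432588 to 434090) was at -0.50, -0.18 and -0.46 (limma adjusted p = 0.0530, 0.477 and 0.0511). After centring *ALD6* was called lower at 1 and 4 h and not at 2 h. *YML131W* was at 0.39, -0.09 and 0.02, and after centring at 0.34, -0.28 and -0.38. Its ratio changed sign without WT replicate 1 at 2 h (0.11) and without WT replicate 2 (-0.20) or *lsm1∆* replicate 2 (-0.04) at 4 h.

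**Figure D4:**
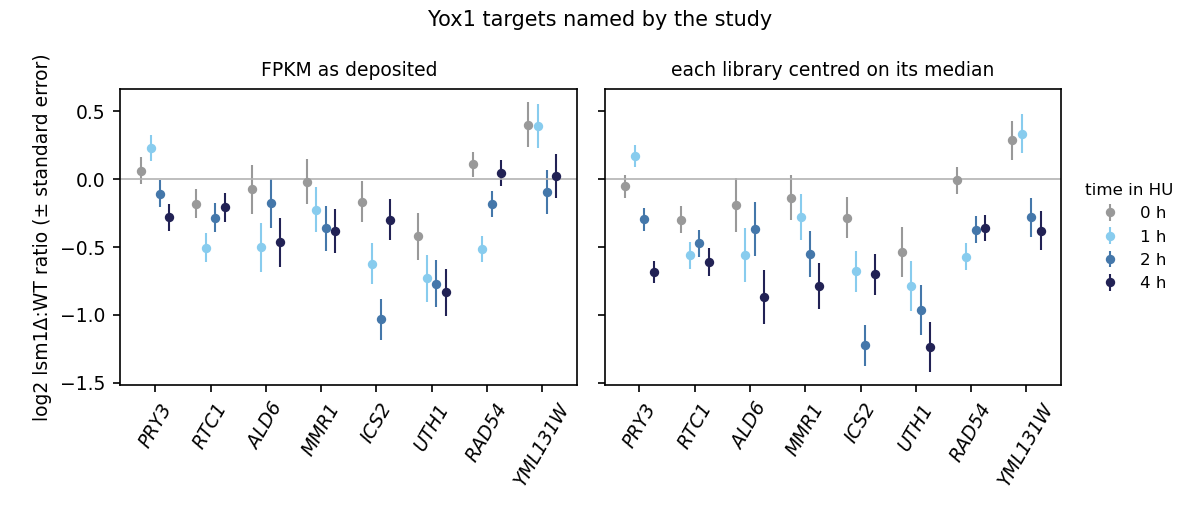
Log2 *lsm1∆*:WT ratio ± standard error (vertical axis) of the 8 Yox1 targets (horizontal axis) at 4 times in 200 mM HU, on the deposited scale and with each library centred on its median. *UTH1* lies at -0.83 at 4 h, and *RAD54* moves from 0.04 to -0.36 at 4 h after centring.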

We noted that only two (*ALD6* and *RAD54*) were sensitive to DNA replication stress on their own (Fig. 6e). To test the possibility that redundancy could account for the relative absence of single-mutant HU sensitivity, we constructed 20 combinations of double knockout mutants of the 8 targets (excluding *RTC1* which was not available in our deletion collection). We analyzed fitness by monitoring growth in liquid medium in presence or absence of HU. Using this approach, we identified 7 negative genetic interactions that were worsened by the presence of DNA replication stress (Fig. 6f, Supplementary Data 5). Three interactions involved genes that were not HU sensitive as single mutants, and four involved *RAD54*. Therefore, functional redundancy among genes in the *YOX1* regulome can mask the roles of individual genes in replication stress resistance. We speculate that detailed analysis of double mutant space in the *YOX1* regulome would reveal many additional interactions that confer HU sensitivity.

Together, these data suggest that accumulation of Yox1 that occurs in the absence of a functional P-body pathway results in the downregulation of a transcriptional network which as a whole maintains cell fitness during replication stress.

### Acetaldehyde detoxification is critical upon HU exposure

Although the *YOX1* transcriptional program as a whole is likely to contribute to replication stress resistance, we also tested whether we could detect roles for individual target genes. 

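Tested as a list with limma's camera, the Yox1 targets *PRY3*, *RTC1*, *ALD6*, *MMR1*, *ICS2*, *UTH1*, *RAD54* and *YML131W* had median log2 ratios of -0.05 untreated and -0.50, -0.23 and -0.29 in *lsm1∆* against WT at 1, 2 and 4 h of HU (limma camera adjusted p = 0.243, 0.0388, 6.33e-04 and 1.71e-04, Benjamini-Hochberg). The medians after centring each library were -0.16, -0.56, -0.42 and -0.69, and the list was not called at 1 h (limma camera adjusted p = 0.0649). With an estimated correlation between genes it was called at 4 h (adjusted p = 0.0469) and not at 1 or 2 h (adjusted p = 0.275 and 0.0689). The study chose these genes in part for falling in *lsm1∆* in these samples, so these list tests are not independent evidence. The log2 ratio of *RTC1* was -0.50 at 1 h and -0.21 at 4 h, and that of *MMR1* was -0.38 at 4 h. *PRY3* was at 0.23 at 1 h and -0.28 at 4 h.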

The 8 identified targets are downregulated upon *YOX1* overexpression and when P-body function is compromised (Fig. 6d). Therefore, we expressed each gene from the *GAL1-10* promoter in an *lsm1∆* strain in the presence of HU to test whether any could individually rescue the HU sensitivity of *lsm1*∆ (Fig. 7a, b). Expression of *ICS2* or *ALD6* increased the fitness of *lsm1∆* during replication stress (Fig. 7a, b) indicating that de-repression of *ICS2* and *ALD6* via P-body protein dependent degradation of *YOX1* mRNA contributes to replication stress resistance. We identified binding sites for both Yox1 and its co-repressor Mcm1 in the 1000-bp promoter regions of *ALD6* and *ICS2* using YeTFaSCo^44^ (Supplementary Table 3), although it is also possible that both are indirect targets. Finally, *lsm1∆* is sensitive to acetaldehyde (Fig. 7c), as would be expected if expression of the aldehyde dehydrogenase encoded by *ALD6* is reduced when P-bodies are not functional.

**Fig. 7:**
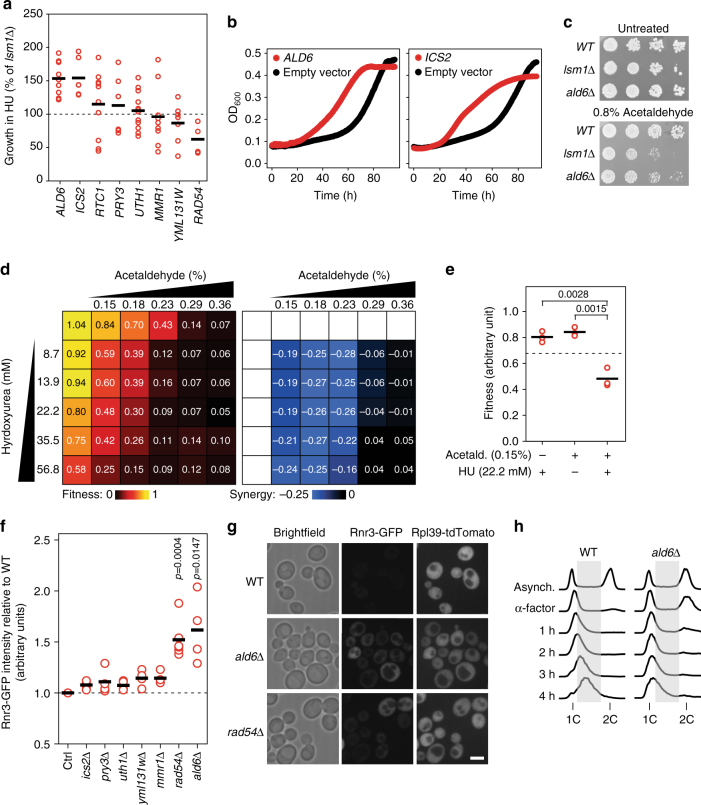
De-repression of the Yox1 target *ALD6* is critical to detoxify acetaldehyde and promote DNA replication stress resistance. **a** Relative growth of *lsm1*∆ cells overexpressing the indicated genes compared to *lsm1*∆ cells containing the control vector. Each data point represents a single replicate. Each experiment was repeated at least three times and included two independent biological replicates each time. The *solid bar* indicates the average. **b** Growth curves of *lsm1*∆ cells overexpressing *ALD6* or *ICS2* (*red*) or *lsm1*∆ cells containing the control vector (*black*) in the presence of HU. **c** Serial 10-fold dilutions of the indicated strains were spotted on YPD with or without acetaldehyde. Plates were imaged after 3–4 days of growth. **d** *Left*: Heatmap of fitness values of cells grown in presence of acetaldehyde, hydroxyurea or combinations of both drugs. Fitness values are relative to the untreated condition, for three independent replicates. *Right*: Synergy heatmap. Indicated values correspond to the difference between the observed fitness in the given drug combination and the expected fitness. **e** Fitness of cells grown in presence of acetaldehyde, hydroxyurea or combination of both drugs at the indicated concentrations. Each data point represents one replicate. *P*-values are from a Student’s *t*-test. **f** Rnr3-GFP intensities in the indicated mutants relative to the WT. Each data point represents one replicate. *P*-values are from a Student’s *t*-test. **g** Representative microscopic images of the indicated strains expressing Rnr3-GFP and RPL39pr-TdTomato. *Scale bar*: 5 µm. **h** Cell-cycle progression of the WT and *ald6*∆ strain after alpha-factor block and release in YPD containing 200 mM of HU

We probed the mechanism by which *ALD6* contributes to replication stress resistance. First we used quantitative RT-PCR to confirm that *ALD6* mRNA abundance decreases in *lsm1∆* (Supplementary Fig. 6). Ald6 converts acetaldehyde into acetate, and thus *ald6*∆ cells accumulate higher amounts of acetaldehyde^45^. Acetaldehyde induces DNA inter-strand crosslinks that block DNA replication and transcription^46^ and therefore could potentially be toxic in cells experiencing DNA replication stress. We found that HU and acetaldehyde were synergistic over a range of concentrations, indicating that the presence of acetaldehyde during HU-induced replication stress is indeed toxic (Fig. 7d, e). Deletion of *ALD6* causes strong constitutive S-phase checkpoint activation, as revealed by the induction of *RNR3* expression in *ald6*∆ cells to similar level as in *rad54∆*, one of the strongest inducers of checkpoint-dependent *RNR3* expression^15^ (Fig. 7f, g). Consistent with the accumulation of replication blocking DNA lesions in cells lacking Ald6, and the synergy between acetaldehyde and HU, we found that *ald6*∆ cells displayed slow S-phase progression in HU relative to WT cells.

Together, these data suggest that acetaldehyde accumulation causes endogenous replication stress that sensitizes cells experiencing additional sources of DNA replication stress. Therefore, de-repression of *ALD6* during HU-induced replication stress promotes fitness by removing acetaldehyde, reducing DNA damage, and reducing barriers to DNA synthesis.

## Discussion

P-bodies form in the cytoplasm in response to a wide range of stresses, including DNA replication stress induced by HU^8, 14^. Several lines of evidence indicate that P-body function is important for the cellular replication stress response: At least two genes regulate P-body formation in replication stress but not in other stresses^8^. Deletion of P-body genes confers sensitivity to replication stress^8, 32^. One biologically relevant P-body target in HU, the gene encoding histone H3, has been identified^32^. Finally, P-body mutants display spontaneous DNA replication stress^15, 32^. Here we defined the P-body-regulated transcriptome, both during normal growth and in the presence of replication stress. We leveraged the RNA abundance data to identify five mRNA transcripts whose P-body regulation is important for replication stress resistance, *ARL3*, *ACF4*, *RRS1*, *TMA16* and *YOX1*. We demonstrated that *YOX1* upregulation is toxic in cells lacking a functional P-body pathway, and that *YOX1* mRNA localizes to P-bodies in live cells, consistent with direct degradation of *YOX1* mRNA at P-bodies. Finally, we showed that in the absence of proper regulation of *YOX1* mRNA by P-body proteins, Yox1 protein accumulates in the nucleus resulting in aberrant regulation of gene expression during replication stress. We propose a model (Fig. 8) where P-body formation is induced in response to replication stress, providing the cell with increased mRNA degradation capacity, resulting in a reduced pool of *YOX1* mRNA available for translation. Increased *YOX1* mRNA degradation, concomitant with the export of the Yox1 protein from the nucleus precludes the nuclear accumulation of the Yox1 repressor during replication stress. This orchestrated response allows cells to de-repress a program of gene expression, and individual genes, needed for replication stress survival.

**Fig. 8:**
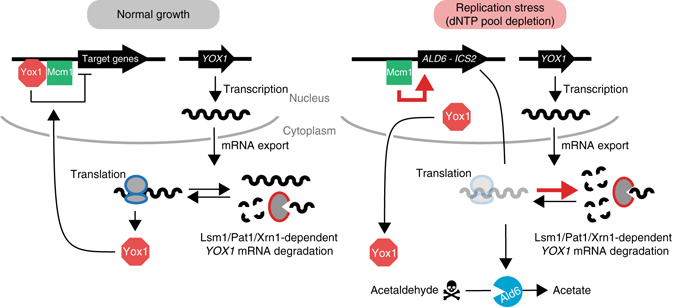
A model for *YOX1* post-transcriptional regulation by P-bodies during replication stress. During normal growth *YOX1* mRNA is produced and exported to the cytoplasm where it can either be degraded or translated. *YOX1* mRNA translation produces a transcriptional repressor that is imported to the nucleus where it binds the Mcm1 antirepressor to represses the transcription of target genes. During replication stress induced by hydroxyurea treatment, P-body formation is increased which results in increased *YOX1* mRNA degradation (*red arrow*). Export of the Yox1 protein from the nucleus concomitant with degradation of the *YOX1* mRNA allows the cells to control the amount of the Yox1 repressor in the nucleus. Decreased nuclear Yox1 relieves transcriptional repression (*red arrow*) of target genes required for HU resistance, including *ALD6* and *ICS2*. De-repression of *ALD6* promotes degradation of acetaldehyde, a molecule that is strongly toxic during replication stress

Since mRNA degradation can occur in the absence of visible P-bodies^47, 48^, it is possible that assembly of P-body proteins into microscopically visible structures is not required to regulate transcript abundance during replication stress. However, we find that at least three P-body proteins (Lsm1, Pat1, and Xrn1) regulate *YOX1* mRNA abundance. Loss of Lsm1 triggers accumulation of non-functional P-bodies in unstressed cells, as does loss of Xrn1, and prevents Pat1 recruitment to P-bodies during glucose starvation stress^18^. Loss of Pat1 also prevents functional P-body formation during DNA replication stress induced by HU^8^. In addition, we observed accumulation of *YOX1* mRNA cytoplasmic granules upon Xrn1 deletion, and many of the *YOX1* mRNA granules contained Pat1. Although we cannot exclude the possibility that regulation of *YOX1* mRNA by P-body proteins occurs in the soluble fraction of the cytoplasm, our data are consistent with a model in which at least a portion of *YOX1* mRNA is degraded at P-bodies.

As expected, we identified a group of transcripts whose abundance increases in *lsm1*∆ cells, consistent with the possibility that some are degraded at P-bodies in WT cells. Surprisingly, we found an almost equal number of mRNAs whose abundance decreases in *lsm1*∆ cells. Interestingly, this paradoxical effect has been described in studies exploring the interconnection between transcription and mRNA degradation. For instance, the cytoplasmic mRNA exonuclease Xrn1 buffers transcription by activating the Nrg1 transcriptional repressor^21^. Although Nrg1 was not upregulated in *lsm1*∆ cells, the upregulation of the Yox1 repressor in *lsm1*∆ that we observe explains a fraction of the downregulated genes (~5%). 

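*NRG1* (YDR043C) lies on chromosome IV from 542674 to 543369. Its log2 ratio of *lsm1∆* to WT was 0.31 untreated and 0.10, 0.44 and 1.06 at 1, 2 and 4 h of HU (standard error 0.26, limma adjusted p = 0.419, 0.811, 0.218 and 0.00614, Benjamini-Hochberg). It was thus called higher at 4 h on the deposited scale, with 49.8 ± 3.45 FPKM in *lsm1∆* and 23.5 ± 3.92 FPKM in WT (SD, n = 2). With each library centred on its median it was 0.66 at 4 h and not called (limma adjusted p = 0.0520, range over the alternatives 0.00507 to 0.0520). Without WT replicate 2 at 1 h the ratio at that time was -0.24.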

Upregulation of other transcriptional repressors could further increase the number of genes downregulated in *lsm1*∆, although we did not identify additional repressors in our dataset. Another possibility is that transcriptional activators are downregulated in *lsm1*∆ cells and therefore fail to activate their targets. We did find cases of downregulated transcriptional activators (Fkh2, Bas1, Rgt1, Pho2 and Leu3) in cells lacking Lsm1, and also found that the targets of these activators were enriched in the set of *lsm1*∆ downregulated genes (average hypergeometric *P* = 2.7 × 10^−3^ at 4 h in HU). Together, this phenomenon could account for an additional ~5% of the downregulated genes in *lsm1*∆ cells. 

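At 1 h of HU all 5 activators were called lower in *lsm1∆* than in WT by limma with Benjamini-Hochberg adjustment, with log2 ratios from -0.74 for *BAS1* to -0.23 for *RGT1*. At 4 h *FKH2* (YNL068C, chromosome XIV from 495701 to 498289) and *RGT1* (YKL038W) were called lower. Their log2 ratios were -0.46 and -0.23 (standard errors 0.08 and 0.07, limma adjusted p = 5.97e-04 and 0.0235). *BAS1* was at -0.36 and *LEU3* at -0.06 at 4 h (limma adjusted p = 0.257 and 0.705), and after centring each library on its median both were called, at -0.76 and -0.47 (limma adjusted p = 0.0348 and 0.0152, ranges over the alternatives 0.0348 to 0.267 and 0.0152 to 0.713). *PHO2* was called higher at 4 h on the deposited scale, at 0.46 (limma adjusted p = 0.0180), and was at 0.05 after centring (limma adjusted p = 0.774, range over the alternatives 0.00766 to 0.774). In untreated cells *FKH2* was the only one of the 5 called lower on the deposited scale, at -0.33. After centring *RGT1* was called as well, at -0.26. Adjusted over the list of these genes and *NRG1* alone, 5 were called lower at 1 h and 2 at 4 h. The study named the genes from these samples, so this is not independent evidence.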

Interestingly, mRNA degradation factors such as Xrn1, Dcp2, and Lsm1 can shuttle between the cytoplasm and the nucleus where they bind to gene promoter regions and stimulate transcription initiation and elongation^49^, raising the further possibility that some fraction of the downregulated *lsm1*∆ genes are direct nuclear targets of Lsm1. Finally, given the magnitude of the transcriptional downregulation in the absence of *LSM1* it is possible that P-bodies can in some instances protect and stabilize mRNAs from exosome-dependent degradation^20^, perhaps in concert with translational repression^50^.

We find that *LSM1* is critical for the post-transcriptional regulation of mRNA abundance during replication stress. Exposure to HU-induced replication stress causes massive mRNA abundance perturbations (this study and Dubacq et al.^6^), between 25% (1 h HU) and 45% (4 h HU) of which involve Lsm1 (and likely P-body) function. 

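Of the genes called in WT at 1, 2 and 4 h of HU against untreated cells, 46.6% (1444 of 3096), 47.3% (1417 of 2996) and 63.4% (2121 of 3343) were also called in *lsm1∆* against WT at the same time, by limma with Benjamini-Hochberg adjustment. The 95% Wilson intervals were 44.9% to 48.4%, 45.5% to 49.1% and 61.8% to 65.1%, and they treat genes as independent. A fit of only the libraries compared moved the share at 1 h most, to 14.7%, and gave 40.4% and 65.3% at 2 and 4 h. With each library centred on its median the shares were 50.4%, 46.8% and 55.4%. Of the genes not called in WT upon HU, 29.3%, 34.1% and 49.3% were called in *lsm1∆* against WT. The 2 directions were opposite in 60.6%, 43.1% and 63.0% of the shared genes, and after centring in 69.9%, 58.6% and 60.5%. The WT libraries in HU enter the 2 comparisons with opposite sign, which favours opposite directions. No reference for the direction was simulated, so how far this accounts for it is not known. Because both comparisons use these WT libraries, the share of HU-changed genes also called in *lsm1∆* against WT was simulated in 20 draws. With no effect of *LSM1* it averaged 0.001% at 1 h and 0% at 2 and 4 h. With the observed *lsm1∆* effects reassigned among genes it averaged 49.8%, 52.1% and 65.5%, with ranges of 48.1% to 51.4%, 50.6% to 53.4% and 63.8% to 66.7%. The observed shares lay below these 3 ranges. The reassigned effects already held the noise of the libraries, and the simulation added noise again. Large ratios of variable genes also moved to genes with little spread. Both can raise the simulated share, so the ranges cannot show that the overlap was smaller than chance gives. With no effect of *LSM1* almost no gene is called after adjustment, so that share is near 0 by construction.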

Of the mRNAs whose abundance was altered in a P-body-dependent manner during HU treatment (HU-responsive genes), only 11.8% were general environmental stress response genes, indicating that *LSM1* regulates much of the specific mRNA abundance response to replication stress. In total, combining deletion of *LSM1* with replication stress resulted in the accumulation of between 499 and 1203 transcripts. Distinct biological processes were enriched in the set of transcripts that accumulated in *lsm1∆* during replication stress, suggesting that the response was specific and biologically significant. Although the primary target of HU is ribonucleotide reductase, inactivation of which limits dNTP pools to cause replication stress, there is evidence that HU affects other processes including iron metabolism^51, 52^. We have no doubt that some fraction of the *lsm1*∆-affected HU transcriptome could reflect cellular events in addition to replication stress. However, we found that between 25 and 53% of affected genes (including *YOX1*) overlap with genes that are differentially expressed in a distinct replication stress agent, MMS, and that at least two of the effectors of the Yox1 transcriptional program, *RAD54* and *ALD6*, are individually important to prevent DNA replication stress. We conclude that the key elements of the *lsm1*∆-affected HU transcriptome that we have deciphered are relevant to DNA replication stress. The functional targets of Lsm1 and P-bodies in other forms of stress, both chemical and genetic, remain to be determined.

In addition to the P-body-dependent regulation of *YOX1* and *HHT1* mRNAs, we identified 4 other P-body targets during replication stress: *ACF4*, *ARL3*, *TMA16* and *RRS1*. The P-body-dependent regulation of these genes is likely to contribute significantly to HU resistance, as their inactivation results in suppression of the HU sensitivity of P-body mutants comparable to that seen upon deletion of *YOX1* or *HHT1*. Of particular interest, two of the putative P-body targets have ribosomal functions. *RRS1* encodes an essential protein that binds to the 60S ribosomal subunit and is also required during ribosome biosynthesis^29^. *TMA16* encodes a protein of unknown function that associates with ribosomes^30^. We previously demonstrated that Asc1, the ortholog of the human *RACK1* translation inhibitor, promotes P-body formation during replication stress^8^, further connecting P-bodies, DNA replication stress, and protein translation.

We also find a cohort of genes that when deleted suppress the HU sensitivity of P-body mutants, but that do not appear to be regulated by P-bodies at the level of transcript abundance. These mRNAs might represent targets of translational repression, rather than degradation, at P-bodies. Several lines of evidence connect regulation of translation to the DNA damage response. Translational repression of the tumor suppressor p53 can be mediated by the long noncoding RNA RoR during DNA damage^53^ and by the Ku DNA-binding protein in unperturbed cells^54^. UV damage, ionizing radiation, and topoisomerase inhibition each result in a general inhibition of translation accompanied by selective translation of DNA damage response mRNAs^55–57^. Direct links between replication stress and protein translation are currently sparse, although levels of the MCM helicase are downregulated post-transcriptionally by replication stress^58^. It is clear, however, that extensive remodeling of protein abundance occurs during replication stress, and the majority of protein abundance changes are not explained by changes in mRNA abundance^8, 9^. Together, these observations raise the possibility that cellular translation capacity is regulated by P-body proteins during DNA replication stress.

Regulation of expression of the Yox1 transcriptional repressor is critical during the replication stress response. Overexpression of *YOX1* resulted in the downregulation of genes that are normally induced by HU treatment, suggesting that de-repression of Yox1 targets forms a large component of the transcriptional response to replication stress. Deletion of *YOX1* rescues the HU sensitivity of P-body mutants (*lsm1*∆, *pat1*∆ and *xrn1*∆). The simplest explanation for this rescue is that *YOX1* gene expression is excessive when P-bodies are dysfunctional, indicating that de-repression of *YOX1* targets is critical for cell fitness during replication stress. Surprisingly, we did not find many genes that are individually involved in HU resistance within the Yox1 transcriptional network. This observation led us to test whether the Yox1 regulon as a whole could exert an important role in HU resistance. Although we tested only a small subset of Yox1 targets, we readily detected double mutant combinations that cause HU sensitivity in the Yox1 transcriptional network, consistent with the idea that de-repression of more than one Yox1 target is required to maximize cell fitness during HU-stress. This possibility has been noted repeatedly in different DNA damage and replication stress-induced transcriptomes, where the overlap between individual regulated genes and genes that confer stress sensitivity when deleted individually is typically poor^4, 5, 59^.

In addition to the role that the entire Yox1 regulon might exert to promote HU resistance, we also identified individual *YOX1* targets whose de-repression is critical to avoid replication stress-induced toxicity. In particular, *ALD6* encodes a key enzyme involved in acetaldehyde detoxification both under normal growth and during stress conditions^60^. Acetaldehyde can induce DNA inter-strand crosslinks that block DNA replication and transcription^46^ and we found that acetaldehyde accumulation induces replication stress and greatly sensitizes cells to additional DNA replication stress induced HU. Interestingly, DNA inter-strand crosslink repair is essential for the survival of human cells experiencing endogenous replication stress^61^ and aldehyde dehydrogenases like Ald6 are conserved throughout evolution, suggesting that accumulation of acetaldehyde could be an important contributor to DNA replication stress in all cells. Thus, the Yox1 regulon contributes to HU resistance both at the level of individual genes, and at the level of higher-order combinations of genes, consistent with transcriptional re-wiring in the absence of P-body proteins being an important element of the response to HU-induced DNA replication stress.

## Methods

### Yeast strains and growth conditions

All strains used in this study are listed in Supplementary Table 4. *yox1*∆, *yhp1*∆, *xrn1*∆, and *ald6*∆ strains were obtained from the yeast deletion collection^62^. Yeast were maintained on standard YPD or synthetic complete drop-out medium lacking the appropriate amino acids when necessary and grown at 30 °C unless specified otherwise. For overexpression experiments, yeasts were first grown to saturation in synthetic drop-out medium containing 2% raffinose as the only carbon and then diluted in fresh medium containing raffinose and 2% galactose, unless specified otherwise. All yeast strains were constructed in BY4741 or BY4742 backgrounds^63^ using standard lithium acetate transformation. Strains expressing *YOX1* tagged with MS2 repeats were constructed as described^38^.

### RNA extraction and sequencing for wild type and *lsm1*∆

WT and *lsm1∆ (JTY16)* cells were grown to mid-logarithmic phase in YPD, sampled, and then treated with 200 mM HU, and sampled after 1, 2 and 4 h. Approximately 20 OD_600_ of cell culture was used for RNA extraction. RNA extractions were performed using the yeast RiboPure kit (ThermoFisher Scientific) according to the manufacturer’s instructions. Prior to sequencing library preparation, rRNAs were removed from the RNA samples using the yeast RiboZero kit (Illumina). Sequencing libraries were prepared using the TruSeq RNA Library Prep v2 kit (Illumina) and sequenced on a HiSeq2500 using v4 chemistry (Illumina). RNA-sequencing data were analyzed using the Tuxedo protocol^19^. Briefly, the 50 bp reads were aligned to the sacCer3 version of the *S. cerevisiae* genome with Tophat2^64^ using the default parameters. Between 15 and 20 millions reads were obtained for every sample and alignment to the reference genome was achieved for more than 95% of the reads for every sample. Genome annotations were downloaded from the SGD database (http://www.yeastgenome.org) on 7 October 2014. Transcripts were assembled with Cufflinks^19^ and merged assembly files were generated with Cuffmerge^19^. Differential expression was assessed using Cuffdiff^19^. Default parameters were used to run Cufflinks, Cuffmerge, and Cuffdiff. Log2 ratios and statistical data generated with Cuffdiff were further analyzed using custom pipelines in R (https://www.r-project.org). Mean FPKM values, log2 ratios and *P*-values for every experiment are provided in Supplementary Data 1. Each RNA-sequencing experiment included two independent technical replicates. 

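Across the 7080 genes without a failed estimate, Pearson's r between the 2 replicates of a condition was 0.952 to 0.964 on log2(FPKM + 1) and 0.994 to 0.999 on FPKM over the 8 conditions. The lowest value on the log2 scale was in WT at 1 h. These correlations are across genes, which are not independent replicates.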

Correlation between replicates was always greater than 0.92. Raw sequencing data are accessible on GEO Omnibus with the accession number GSE83515. R scripts are provided in Supplementary Software 1.

To validate the results obtained using the Tuxedo analysis pipeline, RNA-Seq data were re-analyzed using EBSeq^23^ or edgeR^24^. Raw sequencing count data generated by Cuffdiff before conversion to FPKM values were extracted for each gene and each RNA-Seq sample to create a matrix of raw counts compatible with EBSeq or edgeR analysis (Supplementary Data 1). EBSeq and edgeR analysis were performed using the respective R packages (EBSeq v1.16.0 and edgeR v3.18.1) downloaded from the Bioconductor website and according to the manual instructions.

### Protein and genetic interactions enrichment analysis

Protein-protein and genetic interaction data were downloaded from BioGRID (http://thebiogrid.org/) on 24 August 2016. For each gene in the BioGRID data, a list of non-redundant interactors was generated. For each set of differentially expressed genes, the number of interactions involving all the genes in the given gene set (untreated or HU-core and increase or decrease in abundance) was determined and normalized to the number of genes in the given gene set. The same calculation was performed on the entire BioGRID dataset. *P*-values were calculated using the binomial test in R.

### GO term analysis

GO term analysis was performed using the GO term finder tool (http://go.princeton.edu/) using a *P*-value cutoff of 0.01 and applying Bonferroni correction, querying biological process enrichment for each gene set. Transposon genes were removed from the analysis due to their repetitive nature. GO term enrichment results were further processed with REViGO^65^ using the “Medium (0.7)” term similarity filter and simRel score as the semantic similarity measure. GO term network data generated by REViGO was loaded into Cytoscape v3.2.0^66^ for visualization as shown in Fig. 1. Nodes were re-organized for clarity, and nodes representing terms with a frequency greater than 15% in the REViGO output were eliminated as too general. Gene lists used for the GO enrichment analyses, as well as the list of enriched GO terms obtained are provided in Supplementary Data 2.

### Synthetic genetic array-based suppressor screen

*SGA procedure*: Strains RLKY6 (*lsm1*∆) and RLKY15 (*pat1*∆) (Supplementary Table 1) were crossed to the yeast deletion collection^62^ and a collection of temperature sensitive mutants for a set of essential genes^27^ in a condensed 1536 colony array format using a BioMatrix (S&P Robotics Inc.) automated pinning system. In this format, each mutant on the deletion and temperature sensitive arrays gave rise to one diploid colony for each query strain. After diploid selection, yeast diploid strains were sporulated and *MAT* **a** haploid double-mutants were selected using standard SGA media^28^. After double mutant selection, the condensed 1536 array was expanded to a quadruplicated 1536 array (four colonies for each double mutant) and pinned on double mutant selection SGA medium once again. To identify suppressors of *lsm1*∆ and *pat1*∆ HU sensitivity, the quadruplicated 1536 arrays were first pinned on double mutant selection SGA medium. The newly pinned arrays were then immediately used as pinning source to re-pin the cells on double mutant selection SGA medium containing HU at concentrations of 100 and 150 mM for the deletion array and temperature sensitive array, respectively. Cells were grown for 3 days at 30 °C. Plates were photographed in order to determine the colony size computationally. The experiment was repeated three times, with the exception of *pat1∆* × *xxx ts*, which was repeated twice.

*Calculation of fitness in HU*: We defined the fitness in HU as the ratio between the colony size in HU and the colony size in absence of drug. Raw colony size for each double mutant grown in absence or presence of HU was determined using SGATools^67^ (http://sgatools.ccbr.utoronto.ca/) and further data analysis was perform in R using a customized pipeline. Double mutants displaying small colony size in the absence of drug were removed from the analysis. For each of the remaining double mutants, fitness in HU was calculated and normalized on a per plate basis using the *Z*-score method (difference between the colony size of a given mutant and the average colony size on the plate divided by the standard deviation observed for colony size on the plate). All mutants with an average *Z*-score, between three replicates, greater than or equal to +1 were considered as suppressor hits. All mutants with an average *Z*-score, between three replicates, less than or equal to −1 were considered as synthetic sick hits. Data are provided in Supplementary Data 3. The R script is provided in the Supplementary Software 1.

### Drug sensitivity assays

Cells were grown to saturation in YPD or synthetic media containing raffinose and diluted in fresh medium at a cell concentration of ~10^7^ cells/ml. Ten-fold serial dilutions (unless specified otherwise) of the fresh cell suspension were then spotted on the appropriate agar plates with or without drug and incubated at 30 °C unless specified otherwise. For acetaldehyde plate preparation, the drug was spread on 25 ml YPD plates immediately before spotting the cells. Plates were photographed after 3–4 days or 7 days of incubation for YPD and synthetic media plates respectively.

### Microscopy

For *YOX1* mRNA imaging, cells were grown overnight in synthetic medium lacking methionine in order to induce expression of the MS2 coat protein and then diluted in low-fluorescence medium containing methionine 4–6 h prior to imaging. Where indicated, cells were treated with HU for 2 h. Cells were imaged on a Leica DMI6000 confocal microscope.

For Yox1-GFP protein imaging, cells were first grown in synthetic complete medium overnight in a 96-well plate and diluted the next day for a second overnight culture in low-fluorescence synthetic complete medium. Cells were finally diluted to an OD_600_ of 0.05 in fresh low-fluorescence synthetic complete medium in a 384-well imaging plate 2 h prior to imaging and incubated at 30 °C. Cells were imaged on an Opera confocal fluorescence microscope (PerkinElmer) in absence of drug and 2 and 4 h after addition of HU at a final concentration of 200 mM.

For Rnr3-GFP protein imaging, cells in exponential phase grown in complete low-fluorescence medium for 17–19 h were imaged on a Leica DMI6000 confocal microscope.

### Image analysis

For Yox1-GFP fluorescence quantification, image files from the Opera were analyzed using CellProfiler v2.1.1^68^. Cell objects or nucleus objects were segmented using the Rpl39-tdTomato and Hta2-mCherry signals, respectively. GFP, tdTomato, and mCherry intensities were then measured in the segmented object. Median intensity measurements generated with CellProfiler were then exported for further analysis in R using customized pipelines. Yox1-GFP median intensities in the segmented cells or nuclei were normalized to Rpl39-tdTomato or Hta2-mCherry median intensities, respectively. CellProfiler pipelines and the R script are included in the Supplementary Material.

For Rnr3-GFP fluorescence quantification, image files from the Volocity software v6.3 (PerkinElmer) were exported to tif format and analyzed using CellProfiler v2.1.1^68^. Cell objects were segmented using the Rpl39-tdTomato signal. GFP intensity was then measured in the segmented object. Median intensity measurements generated with CellProfiler were then exported for further analysis in R using customized pipelines. CellProfiler pipelines and the R script are included in the Supplementary Software 1.

### Protein extraction and immunoblot analysis

Protein extraction and immunoblotting was carried out as previously described^69^. Briefly, exponentially growing cells in YPD were collected before and after addition of HU at a final concentration of 200 mM. Cells were then fixed with trichloroacetic acid (10% final) for 15 min and whole-cells extracts prepared. Proteins were separated on a SDS–PAGE gel and immunoblots were performed using the FLAG-M2 antibody (Sigma, #F3165) diluted 1:5000 or PGK1 antibody (Novex, #4592250) diluted 1:1,000,000. An uncropped scan of the membrane is included in Supplementary Fig. 5.

### RNA extraction and sequencing for cells overexpressing *YOX1*

Cells were grown to mid-logarithmic phase in synthetic complete medium lacking uracil and containing 2% raffinose, sampled, and then *YOX1* overexpression was induced by the addition of galactose to 2% final, cultures were treated with 200 mM HU, and sampled after 2 and 4 h. Approximately 20 OD_600_ of cell culture was used for RNA extraction. RNA extractions, RNA-seq, and data analysis was performed as described above. Mean FPKM values, log2 ratios, and *P*-values are provided in Supplementary Data 4. Each RNA-sequencing experiment included two independent biological replicates. Correlation between replicates was always >0.92. Raw sequencing data are accessible on GEO Omnibus with the accession number GSE83515.

### qRT-PCR

RNA extraction was performed as described for the RNA-Seq experiments. Reverse transcription was performed using the Superscript II Reverse Transcriptase (Thermo Fischer Scientific) on ~100 ng of total RNA with the following gene specific reverse primers at a final concentration of 0.25 µM: RLO62 (5ʹ-ACGGGAGTCAACGTCTTCTT-3ʹ) for *YOX1* mRNA, RLO198 (5ʹ-TCTTGGCGCCTTCTTTCTTA-3ʹ) for *ALD6* mRNA, and RLO25 (5ʹ-CTTCTTAGCCTTAGCCATTT-3ʹ) for *RPL39* mRNA. qPCR was then performed on 2 µl of cDNA in a PCR reaction volume of 25 µl using the SYBR Green PCR Master Mix (Thermo Fischer Scientific) and with the following primer pairs at a final concentration of 0.1 µM: RLO61 (5ʹ-CAAGGCGGACATACTTCGTG-3ʹ) and RLO62 for *YOX1* mRNA, RLO197 (5ʹ-ACGACGAACTATTGGCTGCT-3ʹ) and RLO198 for *ALD6* mRNA, RLO24 (5ʹ-GTGGTCCAGCGTGGTTTATG-3ʹ) and RLO25 for *RPL39* mRNA. Differential expression was then assessed using the standard ∆Ct method using *RPL39* mRNA as internal standard. 

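*RPL39* (YJL189W) lies on chromosome X from 75933 to 76474 and overlaps YJL188C by 273 bp. Its abundance in WT was 3956 ± 162 FPKM (SD, n = 2) untreated and 1814, 2036 and 1731 FPKM at 1, 2 and 4 h of HU. In *lsm1∆* it was 3557, 2666, 1916 and 1575 FPKM. In WT the log2 change upon HU was -1.12, -0.96 and -1.20 (standard error 0.10, limma adjusted p = 1.59e-05, 4.21e-05 and 6.40e-06, Benjamini-Hochberg). After centring the change at 4 h was -1.17. In *lsm1∆* the changes were -0.42, -0.89 and -1.17. The log2 ratio of *lsm1∆* to WT was -0.16 untreated, 0.55 at 1 h, -0.09 at 2 h and -0.13 at 4 h (limma adjusted p = 0.283, 0.0020, 0.541 and 0.288). Without WT replicate 2 at 2 h it was 0.0083 at that time. At 4 h it was called lower after centring, at -0.54 (limma adjusted p = 0.00322, range over the alternatives 0.00322 to 0.310).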

*RPL39* standard was chosen as it was not differentially expressed in *lsm1*∆ cells or upon HU exposure in our RNA-Seq experiments.

### Growth kinetics

Strains were first grown to saturation in liquid medium in a 96-well plate and then diluted to an OD_600_ of 0.5 in fresh medium. An aliquot of 10 µl of this cell suspension was then used to inoculate 90 µl of fresh medium containing HU in a 96-well plate. Cell growth was monitored by measuring OD_600_ every 15 min for 96 h using a Sunrise (Tecan) 96-well plate OD reader. OD_600_ data were retrieved and further analyzed in R using a customized pipeline. The R pipeline is provided in the Supplementary Software 1. Briefly, cell growth was assessed by measuring the area under the growth curve (OD_600_ as a function of time) and growth data were expressed as a percentage of growth for a given mutant compared to the control strain grown under the same conditions and during the same experiment. The experiment was repeated at least three times and included at least two independent biological replicates every time.

### HU sensitivity of Yox1 target double mutants

*Double mutant construction and growth monitoring*: Deletion mutants, available in the yeast deletion collection^62^ and corresponding to the identified Yox1 targets (*ald6∆*, *ics2∆*, *mmr1∆*, *pry3∆*, *rad54∆*, *uth1∆*, *yml131W∆*) or the *his3*∆ control strain were crossed with the following SGA query strains: *ald6∆* (RLKY105), *mmr1∆* (RLKY108), *pry3∆* (RLKY104), *rad54∆* (RLKY106), *yml131W∆* (RLKY107), and the *ura3*∆ control strain (RLKY109). After diploid selection and sporulation, haploid double mutants were selected using the SGA protocol^28^. *uth1*∆ and *ics2*∆ query mutants were excluded from the analysis as they did not display appropriate genetic linkage. Haploid double mutants were first grown to saturation in SGA double selection liquid medium and then diluted 1:100 in 90 µl of YPD or YPD containing HU at a concentration of 25 mM in a 96-well plate. Cell growth was then monitored by measuring OD_600_ every 15 min for 24 h using a Genios (Tecan) 96-well plate OD reader. The experiment was performed 5 times.

*Genetic interaction assessment*: For each growth condition (YPD or YPD+HU) we calculated the fitness (*ε*) of each strain by measuring the area under the growth curve (OD600 as a function of time). The *ε* value for each mutant was then normalized to the *ε* value obtained for the control strain (*his3*∆ *ura3*∆). Negative genetic interactions were then assessed by comparing the observed fitness for each double mutant to the expected fitness calculated by multiplying the observed fitness for each of the two individual single mutants. Statistical significance was assessed by comparing expected and observed fitness values using the Student’s *t*-test. In order to assess whether genetic interactions were exacerbated by HU treatment, we tested whether the observed fitness (relative to WT) of each double mutant displayed a statistically supported lower fitness in HU than in the untreated condition. Fitness data and *P*-values are provided in Supplementary Data 5.

### Acetaldehyde–hydroxyurea drug interaction

*Experimental design*: Drug interactions were tested as previously described, with minor modifications^70^. Each drug was prepared at a 2× concentration in YPD (acetaldehyde 1% and HU 200 mM). An aliquot of 50 µl of 2:3 serially diluted HU or 4:5 serially diluted acetaldehyde were then mixed together in 96-well plate in order to create a 6×6 array allowing testing of all drug combinations possible. In order to test the effect of each drug alone, serially diluted drugs were mixed with 50 µl of YPD. A no drug control was also included in the array design. An aliquot of 10 µl of a saturated yeast BY4741 culture, diluted to an OD_600_ of 0.8, was added to each well, and growth was monitored by measuring OD_600_ every 15 min for 24 h using a Genios (Tecan) 96-well plate OD reader. The experiment was performed three times.

*Data analysis*: For each condition (drug alone, drug combination, no drug), the fitness (*ε*) of yeast cells was evaluated by measuring the area under the growth curve (OD600 as a function of time). The *ε* value for each condition was then normalized to the *ε* value obtained for the yeast cells grown in absence of drug. The interaction between acetaldehyde and HU was then evaluated by substracting the expected fitness (calculated by multiplying the normalized fitness values obtained for each drug alone at a given concentration) by the observed fitness value in presence of the combination of the two drugs. In this setting, negative values indicate synergy between acetaldehyde and HU.

### Cell-cycle analysis

Saturated cultures containing WT or *lsm1*∆ (JTY16) were diluted in fresh YPD or YPD containing HU at a final concentration of 200 mM. Samples for flow-cytometry were taken every hour during 4 h. When cell synchronization was required (*ald6*∆ experiment), G1 was induced for 3 h on exponentially growing cells using α-factor at a concentration of 2.5 µg/ml. G1 release was achieved by treating the culture with Pronase at a concentration of 100 µg/ml. Sample preparation for flow-cytometry analysis was performed as previously described^12^. Flow cytometric data were acquired on a FACSCanto II (BD Biosciences) and analyzed using the FlowJo software.

### Data availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files) except for the raw RNA-sequencing files that are available in the GEO Omnibus database with the accession number GSE83515 (https://www.ncbi.nlm.nih.gov/geo/). All the scripts generated to analyze the data during this study are included in the supplementary information files of this article.

## Electronic supplementary material

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Software 1

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

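The data are RNA-seq libraries of *S. cerevisiae* WT and *lsm1∆* cells, sampled before and 1, 2 and 4 h after addition of 200 mM HU, with 2 replicates of each of the 8 conditions. The paper's text calls the experiment a duplicate in its results and the replicates technical in its methods, so the spread between replicates may not include variation between cultures. The authors depleted total RNA of rRNA, prepared libraries with a TruSeq RNA kit, sequenced them on a HiSeq2500, aligned the reads to sacCer3 with Tophat2, estimated abundance with Cufflinks and tested differential expression with Cuffdiff at default parameters. The deposited values are FPKM, 1 table of 7126 genes per library from Cufflinks. The genes are 6685 ORFs, 28 mitochondrial ORFs, 299 tRNA genes, 81 sn(o)RNA genes and 33 others. Of the identifiers, 6048 were found in the reference annotation, 5994 of them at an identical position, and coordinates are given as the deposited tables list them.

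The paper states that a matrix of raw counts is part of its supplementary data, but the copy read here was cut off before that sheet. FPKM values themselves hold no read counts, so tests for counts could not be used, and a limma test of log2(FPKM + 1) was made, as foreseen for this unit. In low genes FPKM values move in whole-read steps, and the sizes of the steps in 46 such genes gave the relative depth of each library, between 0.900 and 1.09 of the average. The total number of reads behind each value is therefore not known, and no interval from counts is given. The sum of FPKM per library was 1901306 to 2680705.

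The 46 genes with a failed Cufflinks estimate in at least 1 library were left out, which left 7080, of which 6977 had at least 1 FPKM in at least 2 libraries and were tested. In short loci a single read gives many FPKM (175 in the tRNA genes tC(GCA)Q and tM(CAU)Q1), so this filter keeps loci with very few reads. One limma fit (lmFit, and eBayes with trend = TRUE, with 1.85 prior degrees of freedom) on all 16 libraries gave a mean for each condition. The comparisons were *lsm1∆* against WT at each time, each time of HU against untreated cells within each strain, and the interaction of strain and HU at each time. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes were called under 0.05 with no minimum fold, as in the paper. The main test, the filter, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined.

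Genes are named in the text when the paper names them for this experiment, when they are strain markers or controls of the HU response, or when they are among the 3 largest rises or 3 largest falls of a comparison. The last applied to *lsm1∆* against WT untreated and at 4 h, WT at 4 h against untreated, and the interaction at 4 h, among called genes whose replicates do not overlap between groups (for the interaction, whose change has the same sign in both replicate numbers). Other genes named are said to be chosen after their values were seen.

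Gene lists stood in for the gene ontology, which was not used. They cover ATP synthase, respiratory chain, purine biosynthesis, proteasome, mitochondrial import, mitochondrial ribosome, cell-cycle regulators, the iron regulon, histones, genes with an early cell-cycle box, HU-induced controls, the cytosolic ribosome, genes encoded in mitochondria, the paper's candidate genes and the paper's Yox1 targets. They were tested with limma's camera (correlation 0.01), with fry and with an estimated correlation, adjusted over 15 lists and 4 times. A comparison of the median of called genes with 100000 random gene sets had been set in advance, but its p-values are not given. Called genes leave out ratios near 0, which moves their median away from that of random sets with any small majority of calls. Shares have 95% Wilson intervals.

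The alternatives were each library centred on its median over tested genes, a pseudocount of 0.1 in place of 1, no filter (7060 genes), a filter of 5 FPKM in the mean of every condition (6199 genes), a fit of only the 4 libraries compared, the replicate number as a block, an adjusted p-value under 0.01, and each library left out in turn for log2 ratios and counts of 2-fold changes. After the data had been seen, failed estimates kept at 0 (7023 genes) and protein-coding genes only (5927 genes) were added. No group has more than 2 libraries, so no single library was tested as an outlier.

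The limma code was tested on simulated data of 6977 genes with the means and spread of the libraries. Of 200 genes changed by known amounts, 177 were called (88.5%), 6 unchanged genes were called, and a comparison of unchanged groups gave 0 calls. All simulated changes were at least 2-fold and spared the lowest genes, and no library was shifted. Most calls in the data are smaller changes, so these rates do not describe them. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

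The authors' lists of stress-response genes, gene ontology terms and genetic interactions, and the data of the genetic screen, the qRT-PCR, the microscopy and the *YOX1* overexpression, were not analysed here.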

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

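The results below are those in which the *lsm1∆* to WT ratio in HU differed from that in untreated cells by a test of the difference itself, and signals in kinds of RNA the paper does not discuss. The tests of library scaling, of the share of abundant genes, of failed estimates and of HU-induced genes in separate replicates were chosen after the results were seen, as were the list tests of the interaction, the trend of the interaction and the choice of the sn(o)RNA and tRNA genes at 1 h from 4 kinds of gene at all times. Each adjusted p-value is from limma with Benjamini-Hochberg adjustment.

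*HUG1* and *RNR4* had a lower ratio in HU than in untreated cells. For *HUG1* the log2 ratio changed by -1.95 at 1 h, -1.53 at 2 h and -1.46 at 4 h (limma adjusted p = 0.0107, 0.0168 and 0.00135), and with each library centred on its median by -1.89, -1.60 and -1.74. For *RNR4* it changed by -0.69 at 1 h and -0.46 at 4 h (limma adjusted p = 0.0264 and 0.00525), and after centring by -0.63 and -0.74, all called. The *lsm1∆* to WT log2 ratio of *HUG1* was 0.76 untreated and -1.19, -0.77 and -0.69 at 1, 2 and 4 h, while that of *RNR3* was 0.76, 0.85, 1.33 and 1.25. That of *RNR2* was -0.12, -0.54, -0.23 and -0.32, and that of *RNR4* was 0.14, -0.54, -0.10 and -0.32. The change at *RNR3* was not called (0.49 at 4 h, limma adjusted p = 0.189). Library scaling would move the 4 genes alike, whereas the log2 ratio of *RNR3* less that of *HUG1* at 4 h was 1.94 (1.89 to 1.99 over pairs of replicates), which excludes it. A smaller HU response of all HU-induced genes in *lsm1∆* cannot be told apart from a change of these genes alone. The 100 genes that rose most in WT at 1 h had a median interaction of -1.04, but they were picked and measured in the same WT libraries, and the 100 genes picked in *lsm1∆* gave 0.63, so this test is void. Picking the genes in 1 WT replicate and measuring in the other, a test set up after that result, gave -0.09 and -0.38 at 1 h (mean -0.24) against -0.08 and -0.07 for all genes, and picking in *lsm1∆* replicates gave -0.13 and 0.06, which leaves it open. At 2 and 4 h, for which no label was set, picking in WT gave -0.74 and -0.17, and -0.53 and -0.13, against 0.09 and 0.06, and 0.29 and 0.29, for all genes. Picking in *lsm1∆* gave 0.00 and -0.08, and -0.05 and 0.24, against 0.08 and 0.09, and 0.28 and 0.30. A difference between strains in the response to HU remains among the explanations and was not tested further.

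For further genes the paper names, the ratio was higher at 4 h of HU than in untreated cells, by 0.63 for *HHT1*, 0.92 for *YOX1*, 0.56 for *TMA16*, 0.49 for *GCD7*, 0.88 for *PRE1*, 1.23 for *CSE2*, 0.68 for *ACF4*, 0.63 for *MOB2*, 0.66 for *PHO2*, 0.53 for *PAT1*, 0.47 for *XRN1*, 0.71 for *YHP1* and 0.41 for *MCM1* (limma adjusted p between 6.50e-04 and 0.0321). The same held for the strain marker *HIS3* (0.51) and for *RGI1* (3.65), which overlaps 2 other genes and whose untreated WT replicates lay far apart. After centring, *YOX1* (0.64), *PRE1* (0.60), *CSE2* (0.94) and *RGI1* (3.37) were still called, and the others, *HHT1* among them (0.35), were not. For those others the calls rest on the scale of the libraries. Among genes of at least 1000 bases, FPKM times length gives the share of reads. At 4 h the 500 of them with the most reads hold 7.02 percentage points more in WT than in *lsm1∆* (74.8% against 67.8%), and the shift of the other long genes was 0.34. Shares sum to 100%, so abundant genes lowering the values of all others in WT cannot be told apart from a rise of the others in *lsm1∆*. A single factor per library would shift both groups alike. The reads summed over the 500 genes were lower in *lsm1∆*, with a log2 ratio of -0.15 (-0.17 to -0.13 over pairs of libraries), and those summed over the other long genes were higher, with 0.35 (0.31 to 0.38), which excludes such a factor as the whole cause. This test was set up after an earlier one, by bins of abundance, had decided nothing. Reads of the genes with failed estimates were excluded as a source. The reads summed over all long genes without a failed estimate, the 500 included, differed by only -0.0072 on the log2 scale. Whether the total RNA per cell changed cannot be read from FPKM.

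The change of the ratio at 4 h was called for 9 of the 15 lists. The median changes were 0.65 for the respiratory chain, 0.65 for the proteasome, 0.61 for mitochondrial import, 0.87 for the mitochondrial ribosome, -0.20 for the iron regulon, -0.33 for the HU-induced controls, -0.15 for the cytosolic ribosome, 0.63 for the paper's candidates and -0.36 for the paper's Yox1 targets (limma camera adjusted p between 1.07e-23 and 0.0335). Centred on the median of each library they were 0.37, 0.37, 0.32, 0.59, -0.49, -0.61, -0.43, 0.35 and -0.64, all called. Under an estimated correlation between genes mitochondrial import and the mitochondrial ribosome were called and no other list, and limma's fry did not call the iron regulon (adjusted p = 0.629) or the cytosolic ribosome (adjusted p = 0.133). The candidates and Yox1 targets were picked by the study from these libraries. For the mitochondrial ribosome, a trend of the change with gene length, GC content or expression level was excluded as the whole cause, since the median change at 4 h was 0.57 after the trend over all genes was subtracted (permutation test, p = 0.0001, the smallest that 10000 random lists can give). A difference between strains in the growth state of the cultures was not tested.

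The sn(o)RNA genes, which the paper does not discuss, had a median log2 ratio of 0.67 in *lsm1∆* against WT at 1 h of HU (0.62 after centring), with 72 of 81 genes higher and 37 called. With any 1 of the 4 libraries left out the median was 0.52 to 0.75. The 469 ORFs of the same range of lengths had a median 0.41 lower. Their median length was 213 bases, against 136 for the sn(o)RNA genes. A trend with length among the shortest genes is therefore not excluded. The tRNA genes had a median of 0.59 at 1 h (0.53 after centring), with 208 of 269 higher and 55 called. Their median rests on few libraries, as it was 0.08 without WT replicate 2, 0.64 without *lsm1∆* replicate 1, 0.99 without WT replicate 1 and 1.09 without *lsm1∆* replicate 2, and copies of a tRNA gene share reads. Of the tRNA genes, 88 were listed at 0 in at least 1 of the 4 libraries at 1 h, against 1 of the sn(o)RNA genes, so reads are few. At 4 h the sn(o)RNA median was 0.41, and 0.01 after centring, and the tRNA median was 0.22, and -0.18 after centring. How well short RNAs were kept in each library preparation was not tested, and no biological explanation was tested.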

How the results depend on the processing

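Most alternatives below were set in advance. Keeping failed estimates at 0 and testing protein-coding genes only were chosen after seeing the data. Because the FPKM values hold no counts and the copy of the supplementary data read here ends before the raw counts, the alternatives for counts (edgeR's test against limma, and edgeR's TMM scaling against DESeq2's size factors) were not run, and the fit of only 4 samples was not possible for the interaction. Log2 ratios and counts of 2-fold changes without 1 library have no test, since they leave a condition with 1 library. The depth is known only relative to the other libraries, which limits what can be said of genes with few reads. Unless stated, the cause of a change was not tested.

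In all, 189 results of single genes, 60 of gene lists and 47 counts, shares and medians were recomputed. A pseudocount of 0.1, no filter and failed estimates kept at 0 left all 189 gene results on the same side of the threshold and in the same direction. Among gene results, centring each library on its median weakened 22, strengthened 21 and reversed 6, the fit of only the 4 samples weakened 34 and strengthened 3, the adjusted p-value of 0.01 weakened 29, the protein-coding genes strengthened 5 and the stricter filter 3. Among list results, the estimated correlation weakened 27, limma's fry weakened 3 and strengthened 2, and centring weakened 4 and strengthened 1.

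Centring each library on its median is the alternative that reversed gene results, and since it removes the shift of the median gene, that shift is the cause by construction. It took the log2 ratio of *lsm1∆* to WT to -0.0619 for *MCM1*, -0.0538 for *PRY3* and -0.0084 for *RAD54* untreated, to -0.0178 for *RAD14* at 1 h, and to -0.36 for *RAD54* and -0.38 for *YML131W* at 4 h. The list of cell-cycle regulators went to -0.0932 at 4 h and that of genes with an early cell-cycle box to -0.0253 untreated. Called genes after centring numbered 1009 higher and 768 lower in *lsm1∆* against WT untreated, 1382 and 1217 at 2 h, and 1610 and 1574 at 4 h. In WT against untreated they were 1163 and 1078 at 1 h and 1374 and 1314 at 2 h. In *lsm1∆* against untreated they were 1017 and 1032 at 1 h, 1481 and 1328 at 2 h, and 1844 and 1711 at 4 h, against 1745 and 656, 2691 and 707, and 3040 and 1028 on the deposited scale. The interaction had 31 higher at 1 h, 33 and 34 at 2 h, and 501 and 537 at 4 h. HU-responsive genes numbered 571 higher and 561 lower. At least 2-fold higher were 209 genes at 2 h and 269 at 4 h, and 265 were lower at 4 h. The shares of HU-changed genes also changed in *lsm1∆* were 50.4% at 1 h and 55.4% at 4 h.

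With limma's fry some lists took the other direction than with camera, which tests a list against the other genes, where fry tests it against 0. Their medians do not change with the test. They were cell-cycle regulators untreated (0.0463) and at 2 h (0.1030), the cytosolic ribosome untreated (-0.0011) and at 2 h (-0.0149), genes with an early cell-cycle box at 4 h (0.1743), the iron regulon at 4 h (0.2740), mitochondrially encoded genes at 2 h (0.0842) and 4 h (0.2738), and purine biosynthesis at 2 h (-0.0374) and 4 h (-0.1049). With the estimated correlation 3, 3, 3 and 4 lists were called at 0, 1, 2 and 4 h, against 9, 10, 10 and 11 with the preset one.

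An adjusted p-value under 0.01 is a stricter threshold and lowered every count of calls. It gave 915 higher and 222 lower in *lsm1∆* against WT untreated, 1044 and 533 at 1 h, 318 lower at 2 h and 290 lower at 4 h. In WT it gave 1659 higher at 1 h and 539 lower at 2 h, and in *lsm1∆* 1093 and 408 at 1 h. The interaction had 1 higher and 0 lower at 1 h and 2 and 0 at 2 h, where 1059 and 1216 genes had an unadjusted p under 0.05, and 997 and 74 at 4 h. There were 145 HU-responsive genes lower, and the shares were 35.8%, 36.5% and 54.6%.

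The fit of only the 4 samples compared has fewer samples to estimate the spread. It gave 542 higher and 136 lower in *lsm1∆* against WT untreated and 312 and 122 at 1 h, 814 and 307 in WT at 1 h, and 549 and 256 in *lsm1∆* at 1 h. HU-responsive genes higher numbered 1413, and the shares were 14.7%, 40.4% and 65.3%. With protein-coding genes only the interaction had 33 higher and 32 lower at 1 h and 122 and 31 at 2 h, and the shares were 49.7% at 2 h and 65.6% at 4 h. With the stricter filter the shares were 49.3%, 50.8% and 67.0%.

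Over all genes the replicate numbers do not pair the samples. Over 28 pairs of conditions the correlation of same-numbered deviations from the condition means ranged from -0.207 to 0.229 (median -0.005), with 8 over 0.1 and 5 under -0.1. With the number as a replicate block the interaction had 42 higher and 43 lower at 1 h and 151 and 37 at 2 h, the shares were 49.6%, 49.9% and 66.1%, and the direction of the iron regulon at 4 h reversed in the test (median 0.2740 in both fits). The block strengthened 11 gene results and 1 list result and weakened none. Some genes do follow the number, as 252 of 6977 had the same replicate higher in all 8 conditions, against 13 to 157 under the 127 other ways to number the replicates. Among them are *UTH1*, *YHP1*, *MMR1* and *FIT2*, and the replicates of *FIT2* differed by 1.59 to 3.45 times. For *FIT2* at 4 h the limma adjusted p (Benjamini-Hochberg) was 0.155, and 0.00112 with the replicate block.

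With 1 library left out, 12 of the 189 gene results changed sign, 0 of them called, at *ALD6*, *MMR1*, *RAD54*, *BAS1*, *LEU3* and *MCM1* untreated, *NRG1*, *YHP1* and *HIS3* at 1 h, *YML131W* and *RPL39* at 2 h and *YML131W* at 4 h. Some counts of 2-fold changes moved by more than 1.5 times. The number of genes at least 2-fold lower, lsm1 against WT at 0 h, was 104 with all libraries and 122 to 159 with 1 left out (159 without *lsm1∆* replicate 1), and that of genes at least 2-fold lower, lsm1 against WT at 1 h, was 124 and 137 to 194 (194 without WT replicate 2). The others moved less. They were genes at least 2-fold higher, lsm1 against WT at 0 h (207 to 322), genes at least 2-fold higher, lsm1 against WT at 1 h (267 to 493), genes at least 2-fold higher, lsm1 against WT at 2 h (337 to 453), genes at least 2-fold higher, lsm1 against WT at 4 h (817 to 873), genes at least 2-fold lower, lsm1 against WT at 2 h (145 to 199), and genes at least 2-fold lower, lsm1 against WT at 4 h (136 to 161).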

Differences from the paper's values

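The values below are set beside the paper's, and the alternatives named were set before the data were examined unless stated. A count or share is taken as closing a gap when it lies within 1.5 times the paper's, and a log2 ratio when it lies within the SD of the replicates with the same sign. The scales were compared first. For the genes with at least 20 FPKM in the supplementary list that was read (only in part), the log2 ratios here less the paper's had a median of 0.14 untreated (1209 genes) and 0.05 at 1 h (1011 genes), with 96.9% of genes within 0.05 of it at either time. After centring each library on its median these medians were 0.02 and -0.0084. The FPKM as deposited, termed the deposited scale, are thus not on the scale of the paper's ratios and calls, to which the centred values lie nearer at these times. At 2 and 4 h the scales could not be compared, as the copy of the list read here ends before.

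In untreated cells 1547 genes were higher in *lsm1∆*, against the paper's 333. None of the alternatives closed the gap (542 in the fit of only the 4 samples and 915 at an adjusted p-value of 0.01). The lower genes numbered 441 against the paper's 258, and 222 at an adjusted p-value of 0.01, which alone closed the gap. After centring they numbered 768, further from the paper's.

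At 1 h 1620 genes were higher against the paper's 499, and 962 lower against the paper's 322. None of the alternatives closed either gap, the nearest being the fit of only the 4 samples for the higher genes (312) and an adjusted p-value of 0.01 for the lower (533). After centring the lower genes at 1 h numbered 1254, further from the paper's. At 2 h 2234 genes were higher against about 910 in Fig. 1c, read by eye, and none of the alternatives closed the gap (1382 after centring). The lower genes at 2 h numbered 541 against about 690 in that figure, which is no gap. Centring (1217), the fit of only the 4 samples (430) and an adjusted p-value of 0.01 (318) opened one. At 4 h 3473 genes were higher against the paper's 1203, and 439 lower against the paper's 1051. After centring each library on its median they were 1610 and 1574, which alone closed both gaps.

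In WT at 4 h of HU 1532 genes were higher against the paper's 1134, which is no gap. Among the alternatives set in advance only centring opened one (1706). The lower genes numbered 1811 against the paper's 1178. Centring (1710), the fit of only the 4 samples (1605) and an adjusted p-value of 0.01 (1334) closed the gap, and the other alternatives set in advance did not. Testing protein-coding genes only, chosen after seeing the data, also did (1731). HU-responsive genes with higher abundance numbered 904 against the paper's 601. The gap closed with centring (571), a pseudocount of 0.1 (893), no filter (892), the stricter filter (888) and an adjusted p-value of 0.01 (825), and not with the others set in advance. Testing protein-coding genes only, chosen after seeing the data, also closed it (830). Those with lower abundance numbered 219 against the paper's 417, and only centring closed the gap (561). The share of HU-changed genes also changed in *lsm1∆* at 1 h was 46.6% against the paper's 25%, and only an adjusted p-value of 0.01 closed the gap (35.8%).

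For 3 single genes the log2 ratio untreated differed by more than the SD of the replicates, at 0.37 against the paper's 0.23 for *PRE1*, -0.20 against -0.35 for *PHO2* and -0.92 against -1.06 for *XRN1*. For *RAD54* it was 0.11 against the paper's -0.0153, a gap within the SD of 0.17, and only the sign differs. After centring the ratios were 0.25, -0.32, -1.03 and, for *RAD54*, -0.0084, and of the alternatives only centring closed these gaps.

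The values that follow are on the deposited scale, which is not that of the paper's ratios, unless they are said to be centred. The paper states that nearly 0.5 of the genes changed in *lsm1∆* in HU were lower. Here 37.3%, 19.5% and 11.2% were at 1, 2 and 4 h, and after centring 47.3%, 46.8% and 49.4%. The paper states that *YHP1* did not rise in *lsm1∆*. It was called higher at 4 h (log2 ratio 0.46) and not after centring (0.05). With the replicate block it was also called higher at 2 h (limma adjusted p = 0.0167). The paper states that *NRG1* did not rise. It was called higher at 4 h (1.06) and not after centring (0.66). The paper names *PHO2*, *BAS1* and *LEU3* among activators that fell. At 1 h all of them were called lower, at 4 h *PHO2* was called higher (0.46), and *BAS1* (-0.36) and *LEU3* (-0.06) were called only after centring.

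The paper states that *RPL39* was unchanged in *lsm1∆* and upon HU. In WT it was called lower at 1, 2 and 4 h of HU (-1.12, -0.96 and -1.20), and it was called higher in *lsm1∆* against WT at 1 h (0.55) and, after centring, lower at 4 h (-0.54). In *lsm1∆* it fell by 0.42, 0.89 and 1.17, and of all alternatives the fit of only the 4 samples did not call the change in *lsm1∆* at 1 h (limma adjusted p = 0.103, range over the alternatives 0.00408 to 0.103) or the ratio to WT at 1 h (limma adjusted p = 0.0631, range over the alternatives 0.00173 to 0.0631). The paper reports cell-cycle regulators as enriched among genes that fell in HU in *lsm1∆*. The list used here, which is not the paper's, was not called lower at 1, 2 or 4 h, except at 1 h in the fit with a replicate block (limma camera adjusted p = 0.0449, range over the alternatives 0.0449 to 0.517). Camera asks whether a whole list shifts, not whether its genes are over-represented among those that fell. The result is therefore no direct test of the paper's statement. The paper describes 8 Yox1 targets as lower in *lsm1∆*. On the deposited scale 4, 2 and 2 were called lower at 1, 2 and 4 h, with *MMR1*, *ALD6* and *YML131W* at no time. *ALD6* missed the threshold narrowly at 1 and 4 h, and the paper also reports its decrease in *lsm1∆* by quantitative RT-PCR. With the replicate block *MMR1* was called lower at 2 and 4 h (limma adjusted p = 0.0384 and 0.0224). After centring 5, 6 and 7 were called lower, and *YML131W* at no time.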

Other observations

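Of the tests in this part, those of library scale, of failed estimates, of the summed Ty reads and of the A and T content were chosen after the results were seen. The trend with gene length, GC content and expression level and the Puf3-type site were set up before their results were seen.

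On the deposited scale all 70 genes of the mitochondrial ribosome were higher in *lsm1∆* at each time. After centring 67 were higher untreated, 69 at 1 h and all 70 at 2 and 4 h. A site bound by the RNA-binding protein Puf3 (UGUAHAUA) lies within 200 bases downstream of the stop codon in 69 of the 70 genes. Among all 5927 protein-coding genes the share is 13.4%. A trend with gene length, GC content or expression level was excluded as the whole cause of the higher ratio, since the list kept a median of 0.77 at 4 h after the trend over all genes was subtracted (permutation test, p = 0.0001, the smallest that 10000 random lists can give). Outside the 4 mitochondrial lists, genes with the site had a median log2 *lsm1∆*:WT ratio 0.20 higher at 4 h than genes without it (permutation test, p = 0.0001, the smallest that 10000 random sets can give). The reversed motif, which should have no effect, gave 0.07 (permutation test, p = 0.0074), so the site cannot be told apart from other properties of these sequences by this test. The A and T content of the downstream sequence was then tested, first across 1, 2 and 4 h together, which left it undecided, and after that split by time. At 2 and 4 h, in genes without mitochondrial products, the difference was 0.13 and 0.19, above the highest of 2000 shuffles of the site among genes of the same A and T content (0.07 and 0.09; permutation p = 0.0005 at both times, the smallest that 2000 shuffles can give), which excludes that content as the whole source. The reversed motif and the reverse complement also lay high among their shuffles. The reversed motif gave 0.07 at 4 h (permutation p = 0.0165), and the reverse complement gave 0.08 at 2 h and 0.09 at 4 h (permutation p = 0.0010 at both times). For the site itself the difference at 1 h was 0.0698, within the highest shuffled value of 0.0706, with a permutation p of 0.0010, and untreated it was 0.04 against 0.06, with a permutation p of 0.008. The reversed motif gave 0.05 and 0.04 at these times, so the site cannot be told apart there. The effects of both control motifs stay unexplained, so what in these sequences goes with the ratio stays open at all times.

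Genes of Ty elements were lower in *lsm1∆*. The 46 genes with a failed estimate in HU-treated WT libraries had a median log2 ratio of -1.27 untreated, where no library has a failed estimate, with all 46 lower, so failed estimates are excluded as the source there. Ty copies share reads, but the FPKM summed over all 92 Ty genes also fell, with a log2 ratio of -1.25 untreated (-1.30 to -1.20 over pairs of libraries) and -1.51 at 1 h, so a shift of reads among copies is excluded. A difference in Ty copy number between the strains was not tested.

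Further lists and genes belong to no statement of the paper. The 24 genes of the iron regulon had median log2 ratios of 0.50, 0.21, 0.31 and 0.27 at 0, 1, 2 and 4 h, called untreated (limma camera adjusted p = 0.0190, Benjamini-Hochberg, and 0.664 with an estimated correlation), and of 0.38, 0.16, 0.12 and -0.13 after centring, so that the direction at 4 h depends on the scale. The 137 genes of the cytosolic ribosome had medians of 0.39 at 1 h, with 135 higher, -0.0149 at 2 h and -0.14 at 4 h (limma camera adjusted p = 3.33e-22, 0.0186 and 4.87e-21), and of 0.33, -0.20 and -0.54 after centring. With an estimated correlation between genes it was called at none of these times (adjusted p = 0.308, 0.791 and 0.308), and limma's fry called it at 1 h and not at 2 or 4 h (adjusted p = 2.20e-04, 0.539 and 0.161). The 4 HU-induced controls had medians of 0.45, -0.54, -0.16 and -0.32, and their members moved apart. The 8 mitochondrially encoded genes had medians of 0.10, 0.08 and 0.27 at 1, 2 and 4 h and were called at no time.

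Of genes chosen after their values were seen, *FIT2* had a log2 ratio of 3.27 untreated (limma adjusted p = 0.0077, Benjamini-Hochberg) and *HSP12* of 3.70 (limma adjusted p = 7.48e-04), and the near-identical pair *PHO11* and *PHO12*, which share reads, had -2.68 and -2.72. At 4 h they were at 1.29, 1.08, -2.12 and -2.11, and *HSP12* was then not called.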
